# Overexpression of *NtCBL5A* Leads to Necrotic Lesions by Enhancing Na^+^ Sensitivity of Tobacco Leaves Under Salt Stress

**DOI:** 10.3389/fpls.2021.740976

**Published:** 2021-09-17

**Authors:** Jingjing Mao, Jiaping Yuan, Zhijie Mo, Lulu An, Sujuan Shi, Richard G. F. Visser, Yuling Bai, Yuhe Sun, Guanshan Liu, Haobao Liu, Qian Wang, C. Gerard van der Linden

**Keywords:** CBL PROTEIN, Na^+^, immune response, necrotic lesions, photosystem, reactive oxygen species, salt stress, tobacco

## Abstract

Many tobacco (*Nicotiana tabacum*) cultivars are salt-tolerant and thus are potential model plants to study the mechanisms of salt stress tolerance. The CALCINEURIN B-LIKE PROTEIN (CBL) is a vital family of plant calcium sensor proteins that can transmit Ca^2+^ signals triggered by environmental stimuli including salt stress. Therefore, assessing the potential of *NtCBL* for genetic improvement of salt stress is valuable. In our studies on *NtCBL* members, constitutive overexpression of *NtCBL5A* was found to cause salt supersensitivity with necrotic lesions on leaves. *NtCBL5A*-overexpressing (OE) leaves tended to curl and accumulated high levels of reactive oxygen species (ROS) under salt stress. The supersensitivity of *NtCBL5A*-OE leaves was specifically induced by Na^+^, but not by Cl^−^, osmotic stress, or drought stress. Ion content measurements indicated that *NtCBL5A*-OE leaves showed sensitivity to the Na^+^ accumulation levels that wild-type leaves could tolerate. Furthermore, transcriptome profiling showed that many immune response-related genes are significantly upregulated and photosynthetic machinery-related genes are significantly downregulated in salt-stressed *NtCBL5A*-OE leaves. In addition, the expression of several cation homeostasis-related genes was also affected in salt-stressed *NtCBL5A*-OE leaves. In conclusion, the constitutive overexpression of *NtCBL5A* interferes with the normal salt stress response of tobacco plants and leads to Na^+^-dependent leaf necrosis by enhancing the sensitivity of transgenic leaves to Na^+^. This Na^+^ sensitivity of *NtCBL5A*-OE leaves might result from the abnormal Na^+^ compartmentalization, plant photosynthesis, and plant immune response triggered by the constitutive overexpression of *NtCBL5A*. Identifying genes and pathways involved in this unusual salt stress response can provide new insights into the salt stress response of tobacco plants.

## Introduction

Soil salinity causes serious yield losses because of its widespread occurrence and severe effects on crop physiology and metabolism (Munns and Tester, 2008). The potential crop yield losses induced by moderate salinity (8~10 dS/m) are about 55, 28, and 15% in corn, wheat, and cotton, respectively (Satir and Berberoglu, 2016). It is estimated that about 30% of irrigated lands are salt-affected and thus commercially unproductive (Zaman and Heng, 2018). There are several strategies for the utilization of salt-affected lands, one of which is to breed or genetically engineer new varieties suitable for saline soils (Gong et al., 2020). Therefore, understanding the mechanisms underlying the plant salt stress response is of fundamental importance to mitigating the negative impact of soil degradation.

Salt stress can be divided into two phases, the first of which is the osmotic or water-deficit stress (Munns, 2005; Van Zelm et al., 2020). When exposed to salinity stress, plants experience an immediate osmotic effect around root cells that impairs water uptake and disturbs associated cell growth and metabolism, similar to the effects of drought stress. The second phase is a salt-specific ion toxicity effect (Munns, 2005; Van Zelm et al., 2020). At prolonged exposure to salinity, Na^+^ and Cl^−^ are transported to leaf blades by the transpiration stream. When the ions accumulate to high levels, they become toxic and cause damage (Munns and Tester, 2008). The osmotic stress can be measured as a rapid inhibition of the rate of expansion of young leaves, while ion toxicity causes stress-induced senescence of older leaves due to either high leaf Na^+^ concentrations or low tolerance of the accumulated Na^+^ (Munns and Tester, 2008).

Plants respond to the two phases of salinity stress *via* different signaling pathways (Bartels and Sunkar, 2005). Ca^2+^ functions as a secondary messenger to couple a wide range of extracellular stimuli to intracellular responses (Snedden and Fromm, 1998, 2001). Osmotic and salt stresses induce rapid [Ca^2+^]_cyt_ transients in the cytosol that trigger downstream pathways, allowing plants to adapt to these environmental changes by regulating enzymatic activity, ion channel activity, and gene expression (Knight and Knight, 2001; Snedden and Fromm, 2001). The transduction of Ca^2+^ signals depends on Ca^2+^-sensor proteins (Trewavas and Malhό, 1998). To date, four major classes of Ca^2+^ sensor proteins have been characterized in plants: CALMODULIN (CaM), CALMODULIN-LIKE PROTEIN (CML), CALCIUM-DEPENDENT PROTEIN KINASE (CDPK), and CALCINEURIN B-LIKE PROTEIN (CBL; Perochon et al., 2011).

As vital Ca^2+^-sensors, CBLs mainly function by regulating the kinase activity of their partners CBL-INTERACTING PROTEIN KINASEs (CIPKs) in response to various abiotic stresses including salt stress (Luan, 2009). So far, several CBLs from various plant species have been reported to participate in the salt stress response by facilitating Na^+^ exudation and vacuolar sequestration. In the root, *Arabidopsis thaliana* AtCBL4 interacts with AtCIPK24 to unlock its kinase activity, and the activated AtCIPK24 can phosphorylate and activate the plasma membrane-localized Na^+^/H^+^ antiporter SALT OVERLY SENSITIVE 1 (SOS1), leading to Na^+^ extrusion from root cells (Qiu et al., 2002; Shi et al., 2002; Gong et al., 2020). This so-called SOS pathway was found to be conserved in many other plant species, including rice (*Oryza sativa*), poplar (*Populus trichocarpa* and *Populus euphratica*), mustard (*Brassica juncea*), and apple (*Malus domestica*; Martinez-Atienza et al., 2007; Tang et al., 2010; Chakraborty et al., 2012; Hu et al., 2012; Lv et al., 2014). In the shoot, AtCBL10 is capable of interacting with both AtCIPK24 and AtCIPK8 to phosphorylate SOS1, and thus enhancing Na^+^ efflux from cells (Quan et al., 2007; Lin et al., 2009; Yin et al., 2019). Moreover, the AtCBL10-AtCIPK24 complex was suggested to activate the tonoplast-localized Na^+^/H^+^ EXCHANGER (AtNHX) to sequester Na^+^ into vacuole for salt storage and detoxification of the cytosol (Qiu et al., 2004; Kim et al., 2007). Orthologs of AtCBL10 in other species including wild tobacco (*Nicotiana sylvestris*), tomato (*Solanum lycopersicum*), and poplar (*P. trichocarpa* and *P. euphratica*) were also reported to be involved in the Na^+^ tissue tolerance mechanism (Li et al., 2012a; Tang et al., 2014; Dong et al., 2015; Egea et al., 2018). There are other CBLs that may participate in the salt stress response, although their roles and mechanisms remain to be elucidated. For instance, both *AtCBL5*- and *AtCBL1*-overexpressing (OE) plants showed enhanced tolerance to salt stress (Cheong, 2003; Cheong et al., 2010). Ectopic and constitutive expression of *CBL1* orthologs from the epiphytic orchid (*Sedirea japonica*), rape (*Brassica napus*), and soybean (*Glycine max*) in *Arabidopsis* also enhanced salt tolerance (Chen et al., 2012; Li et al., 2012b; Cho et al., 2018). However, the ectopic expression of *PeCBL1* in *Arabidopsis* led to salt sensitivity, with the transgenic lines not being able to exclude Na^+^ under saline conditions (Zhang et al., 2013).

Tobacco (*Nicotiana tabacum*) has been investigated as a potential model crop to adapt to salt stress *via* various strategies (Sun et al., 2020). *Nicotiana tabacum* L. cv. Zhongyan 100 is of good salt tolerance, which can survive under 300mM NaCl in a hydroponic growth system (data not shown). In our studies on *NtCBL* members in Zhongyan 100, *NtCBL5A* attracted our attention because its overexpression broke the salt tolerance of Zhongyan 100 and led to salt supersensitivity with severe necrotic lesions on leaves. Studies on *CBL5* orthologs were only reported in *Arabidopsis*: overexpression of *AtCBL5* enhanced the salt tolerance of transgenic *Arabidopsis* (Cheong et al., 2010; Wang et al., 2013). In this study, we explored the mechanisms underlying the salt sensitivity of *NtCBL5A*-OE leaves at the physiological, biochemical, and molecular levels. Our results indicate that constitutive overexpression of *NtCBL5A* leads to Na^+^-dependent leaf necrosis by enhancing the sensitivity of transgenic tobacco leaves to Na^+^. This Na^+^ sensitivity may be related to Na^+^ compartmentalization, plant photosynthesis, and plant immune response.

## Materials and Methods

### Plant Material

*Nicotiana tabacum* L. cv. Zhongyan 100 was obtained from the Tobacco Research Institute of CAAS.

### Plasmids Construction

The coding sequence of *NtCBL5A* was first amplified from cDNA synthesized from RNA extracted from veins of tobacco cultivar Zhongyan 100 with primers NtCBL5A-1F and NtCBL5A-1R (Supplementary Table S1) and cloned into the pMD19-T vector for sequencing. The *NtCBL5A* CDS was amplified from pMD19-T-NtCBL5A with primers NtCBL5A-3F-*Sac*Iand NtCBL5A-3R-*Kpn*I (Supplementary Table S1). The gel-purified amplicon was digested with *Sac*Iand *Kpn*Iand cloned into the pCHF3 vector, resulting in the binary recombinant vector pCHF3-NtCBL5A. To construct the promoter plasmid pBI101-ProNtCBL5A::GUS, the upstream sequence of the *NtCBL5A* gene was identified from scaffold Nsyl_scaffold38441 of the tobacco genome. The 2,780bp upstream regulatory region of *NtCBL5A* including promoter sequence (ProNtCBL5A; Supplementary Figure S1B) was amplified from Zhongyan100 DNA using the primer pair NtCBL5Apro-1F-*Sal* Iand NtCBL5Apro-1R-*Sma*I (Supplementary Table S1) and cloned into a pMD19-T vector for sequencing. The promoter segment was subcloned from the pMD19-T-ProNtCBL5A construct using *Sal*Iand *Sma*Iinto pBI101. All the constructs were confirmed by DNA sequencing by the BGI company. Confirmed constructs were transformed into *Agrobacterium tumefaciens* EHA105 for tobacco transformation.

### Generation of Transgenic Plants

To generate the *NtCBL5A*-OE lines and *ProNtCBL5A::GUS* transgenic plants, *Agrobacterium* carrying pCHF3-NtCBL5A plasmid and pBI101-ProNtCBL5A::GUS plasmid were introduced into Zhongyan 100, respectively, by the *Agrobacterium*-mediated leaf disk transformation method (Horsch et al., 1985). To screen for *NtCBL5A*-OE lines, positive transgenic plants of the T0 generation were identified by PCR with the primers NtCBL5A-1F and pCHF3-R (Supplementary Table S1). The overexpression levels of all positive plants were checked by Real-time quantitative PCR (RT-qPCR), the RNA samples for RT-qPCR were isolated from mixed whole plants at 12days after germination (DAG) under control conditions. Eight lines with high *NtCBL5A* overexpression of the original 17 transgenic lines (T0 generation) were selected for propagation. More than 200 T1 seeds from T0 plants with high gene overexpression levels were harvested and subsequently screened on the selection medium (1/2 MS medium with 50μg/ml kanamycin). All these lines show sensitivity to salt stress. Two T1 lines (OE-2 and OE-15) with a segregation of around 3:1 (tolerance: sensitivity) were selected for harvesting T2 seeds. More than 200 T2 seeds were screened on the selection medium. The T2 generation with 100% kanamycin resistance was considered as homozygous plants and used for the evaluation of stress tolerance. Positive *ProNtCBL5A::GUS* transgenic lines of the T0 generation were identified by PCR with the primers pBI101-F and NtCBL5Apro-1R-*Sma*I (Supplementary Table S1). More than 200 seeds from T0 seedlings were harvested and subsequently screened on selection medium as described above and positive T1 plants from three independent lines were selected for GUS staining assay.

### Application and Phenotyping of Salt and Drought Treatment

Salt and drought stress experiments were conducted in 2019 at Unifarm, Wageningen University & Research in the Netherlands. Conditions of the greenhouse were 16h light/8h dark at 25/23°C and 70% relative humidity. The shortwave radiation level was maintained in the greenhouse compartment using artificial photosynthetically active radiation (PAR) when the incoming shortwave radiation was below 200 Wm^−2^.

For the salt tolerance evaluations, tobacco seeds were sown in soil, and they germinated after about 8days. About at 12DAG, the young seedlings were transplanted in rock-wool plugs within float trays for 8days, then they were transplanted to a circular flow hydroponic system filled with 1/2 Hoagland’s nutrient solution (500L). The water used to prepare 1/2 Hoagland’s nutrient solution contained trace amounts of Na^+^ and Cl^−^ (5.04 and 6.72μg/ml, respectively). After 6days of acclimatization (at ~30 DAG), NaCl was added to the nutrient solution to a concentration of 50mM on the first day to avoid salt shock, and the final NaCl concentration of 100mM NaCl was reached the next day. From 4days after the start of the treatment (DAT), photographs of the plants were taken every day until harvest. For assessing salt tolerance, indicative traits such as growth traits (leaf width and length, root length, and fresh/dry biomass) and ion content were measured.

For the drought stress evaluation, a pilot experiment was conducted first to determine the wilting point of tobacco under the greenhouse conditions. Tobacco seeds were sown in soil. Young seedlings were transplanted to trays and pots at 12 and 22 DAG. Sixteen days after transplantation to pots (38DAG), watering was stopped until the leaves started to exhibit slight wilting, at a recorded Soil Water Content (SWC) of 28% Full Field Capacity (FFC; ~43 DAG). For the drought tolerance evaluation experiment, SWC was kept around 60% FFC (control conditions) and 28% FFC (drought conditions) by supplying a limited amount of water every day for 3weeks (~64DAG). The SWC was monitored and recorded with a Grodan Water Content Meter and a gravimetrical method, where SWC=(W_wet_−W_dry_)/FFC*100% (W_wet_ is the weight of wet soil and W_dry_ is the weight of dry soil). For assessing salt tolerance, shoot biomass and chlorophyll content were measured. Chlorophyll content was measured with the Minolta SPAD 502 Chlorophyll Meter (Ling et al., 2011). For chlorophyll content values, the average was taken of the measurements of five different areas of the eigth leaf (the first new leaf that appeared after the drought treatment started).

### Ion and Osmotic Stress Evaluation

For the ion and osmotic stress evaluation experiments, the plants were prepared as described for the salt evaluation experiments. The experiments were conducted in a hydroponic system filled with 1/2 Hoagland’s nutrient solution in 3L containers. The solution was refreshed every 2days to keep enough nutrition and a stable stress treatment. After 6days of acclimatization, the stress was built up in two steps: ion concentrations were raised to 50mM NaCl/NaNO_3_/KNO_3_/KCl, and for the osmotic stress treatment to 8% PEG6000, and the final stress conditions were reached 100mM NaCl/NaNO_3_/KNO_3_/KCl, 15% PEG6000 at the next day. Photographs of the plants were taken at 9DAT.

### Ion Content Measurement

Ion content measurement contained three biological replications and every biological replication is a pool of three plants. Root samples were rinsed in ddH_2_O first, and then were dried with absorbent paper to get rid of ions on the outside of the roots. Fresh samples were dried at 105°C until stable weights, and then the dry tissue was crushed to powder with a grinder. About 30~50mg of dry sample was placed into a test tube. The powdered samples were ashed at 650°C for 6h. One milliliter of 3M formic acid was added into the test tube and was shaken for 20min at 5,000rpm at 99.9°C. Then 9ml Milli-Q® was added into the test tube and mixed. Then 0.2ml sample was taken out and added into 9.8ml Milli-Q® for 50 times dilution. The ion contents of dilution samples were measured using the Ion Chromatography (IC) system 850 Professional (Metrohm Switzerland).

### GUS and DAB Staining

GUS staining was conducted using β-Galactosidase Reporter Gene Staining Kit (Beijing Leagene Biotech. Co., Ltd., Cat No./ID: DP0013, Beijing, China). Samples were placed into GUS staining solution and incubated at 37°C overnight. The tissues then were placed in 95% ethanol until chlorophyll was washed out, and samples were photographed. The tissues were stored in Formaldehyde-Acetic Acid-Ethanol (FAA) Fix Solution (Wuhan Servicebio Technology Co., Ltd., Cat No./ID: G1103-500 ML, Wuhan, China). For H_2_O_2_ visualization with DAB staining, leaves were put in 1mg/ml DAB (3, 3'-Diaminobenzidine tetrahydrochloride hydrate; Sigma-Aldrich, Cat No./ID: D5637-1G, Darmstadt, Germany) and vacuum infiltrated until DAB solution was taken up, after which the leaves were incubated in DAB staining solution for 16h in the dark. The leaves were subsequently transferred to 95% ethanol for 24h to remove chlorophyll. Afterward, leaves were photographed (Kissoudis, 2016).

### RNA Isolation and RNA-seq Analyses

At 4DAT, the fifth leaf blades (with main veins removed) of four individual plants under control conditions and saline conditions in the daytime were sampled and frozen immediately in liquid nitrogen. Leaf blades from four individual plants were mixed and ground to powder. RNA was isolated and purified with the RNeasy Plus Mini Kit (Qiagen, Cat No./ID: 74134, the Netherlands) following the manufacturer’s protocol. RNA samples of WT and OE-2 overexpression lines from two independent salt treatment experiments were used for transcriptome sequencing. RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, United States). RNA-seq was performed by the Novogene using Illumina Polymerase-based sequencing-by-synthesis, obtaining a read length of 150bp and coverage of 48–81 million reads per sample. Raw reads of fastq format were firstly processed through in-house perl scripts so that all the downstream analyses were based on the clean data with high quality. Reference genome and gene model annotation files^1^ were downloaded from NCBI. Index of the reference genome was built using Hisat2 v2.0.5 and paired-end clean reads were aligned to the reference genome using Hisat2 v2.05. The mapped reads of each sample were assembled by StringTie (v1.3.3b; Pertea et al., 2015) in a reference-based approach. FeatureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene and then FPKM of each gene was calculated based on the length of the gene and read counts mapped to this gene. Differentially expressed genes (DEGs) of two groups were performed using the DESeq2 R package (1.20.0) and resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted the value of *p*<0.05 found by DESeq2 were assigned as differentially expressed. ClusterProfiler R package was used to test the statistical enrichment of DEGs in Kyoto encyclopedia of genes and genomes (KEGG) pathways.

### Real-Time Quantitative PCR and Semi-Quantitative RT-PCR

For RT-qPCR, RNA was reverse transcribed into cDNA using HiScript III RT SuperMix for qPCR (+g DNA wiper; Vazyme Biotech. Co., Ltd., Cat No./ID: R323-01, Nanjing, China), and the cDNA was amplified using ChamQ Universal SYBR qPCR Master Mix (Vazyme Biotech. Co., Ltd., Cat No./ID: Q711, Nanjing, China) on the LightCycler® 96 Instrument (F. Hoffmann-La Roche Ltd., Switzerland). All the primers used for RT-qPCR can be found in Supplementary Table S1. The amplification reactions were performed in a total volume of 10μl, containing 5μl 2×ChamQ SYBR qPCR mix, 0.6μl forward and reverse primers (10μM), 1μl cDNA (10 times diluted), and 3.4μl ddH_2_O. The RT-qPCR amplification program was as follows: 95°C for 10min; 95°C for 10s, 60°C for 30s, and amplification for 40cycles. Each sample comprised three technical replications. Analysis of the relative gene expression data was conducted using the 2^−ΔC’t^ (Livak and Schmittgen, 2001). For semi-quantitative RT-PCR, RNA was reverse transcribed into cDNA using iScript™ Reverse Transcription Supermix for RT-qPCR (BIO-RAD, Cat No./ID: 6031, CA, United States), and cDNA was amplified using DreamTaq DNA Polymerase (Thermo Fisher Scientific, Cat No./ID: EP0702, MA, United States). The amplification reactions were performed in a total volume of 20μl, containing 0.1μl DreamTaq DNA polymerase, 2μl 10×DreamTaq buffer, 0.4μl dNTP mixture (5mM each), 1μl forward and reverse primers (10μM), 2μl cDNA, and 14.5μl ddH_2_O. The semi-quantitative RT-PCR amplification program was as follows: 95°C for 5min; 95°C for 30s, 52°C for 30s, and 72°C for 30s (30cycles); and 72°C for 30s.

### Accession Numbers

Sequence data from this article can be found under the following accession numbers. For genes from tobacco and *O*. *sativa*, sequences can be found in the NCBI database^2^: *NtCBL5A* (XM_016642104.1), *NsylCBL5* (KM658159.1), *NtomCBL5* (XM_018767788.1), *OsCBL1* (DQ201195), *OsCBL2* (DQ201196), *OsCBL3* (DQ201197), *OsCBL4* (DQ201198), *OsCBL5* (DQ201199), *OsCBL6* (DQ201200), *OsCBL7* (DQ201201), *OsCBL8* (DQ201202), *OsCBL9* (DQ201203), and *OsCBL10* (DQ201204). For genes from *S*. *lycopersicum*, sequences can be found in the SGN database^3^: *SlCBL1* (Solyc06g060980), *SlCBL2* (Solyc12g015870), *SlCBL4-1* (Solyc08g036590), *SlCBL4-2* (Solyc12g055920), *SlCBL8* (Solyc08g054570), and *SlCBL10* (Solyc08g065330). For genes from *A*. *thaliana*, sequences can be found in the TAIR database^4^: *AtCBL1* (AT4G17615), *AtCBL2* (AT5G55990), *AtCBL3* (AT4G26570), *AtCBL4* (AT5G24270), *AtCBL5* (AT4G01420), *AtCBL6* (AT4G16350), *AtCBL7* (AT4G26560), *AtCBL8* (AT1G64480), *AtCBL9* (AT5G47100), and *AtCBL10* (At4G33000). The RNA-seq data from this article can be found in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) data repository under accession number GSE181164.^5^

### Statistical Analysis

Statistical analysis was done using IBM SPSS Statistics 23 software. Significant differences were examined by one-way ANOVA using the LSD test at *p*<0.05 and *p*<0.001. The figures were drawn by GraphPad Prism 6.0.

## Results

### The Cloning and Expression Analysis of *NtCBL5A*

*Nicotiana tabacum* is a natural allotetraploid derived from two diploid progenitors: *N. sylvestris* as the maternal genome donor and *Nicotiana tomentosiformis* as the paternal genome donor (Yukawa et al., 2006). We predicted and cloned 12 *NsylCBLs* based on the *N. sylvestris* genome data published in NCBI (see footnote 2; An et al., 2020). One of these 12 *NsylCBLs* (NCBI reference sequence: XM_009758979.1) had the closest phylogenetic relationship with *AtCBL5* (At4g01420) and therefore was named *NsylCBL5* (GenBank: KM658159.1). The ortholog of *NsylCBL5* in *N. tabacum* L. cv. Zhongyan 100 was subsequently cloned and named *NtCBL5A* (NCBI reference sequence number: XM_016642104.1). The coding sequence (CDS) of *NtCBL5A* is identical to the CDS of *NsylCBL5* and has 28 nucleotide differences with the CDS of *NtomCBL5* (NCBI reference sequence number: XM_018767788.1; Supplementary Figure S1A).

The CDS of *NtCBL5A* is 642bp in length, encoding a 213-amino-acid protein. The NtCBL5A protein is predicted to have four potential elongation factor hands (EF-hands) by the SMART^6^ (Letunic and Bork, 2018) and SWISS-MODEL^7^ (Waterhouse et al., 2018; Figures 1A,B). The EF-hand motif is the conserved domain of CBL proteins with an α-helix-loop-α-helix structure that binds Ca^2+^ (Sánchez-Barrena et al., 2013). A phylogenetic tree of NtCBL5A with all identified CBL proteins in *A. thaliana*, *O. sativa*, and *S. lycopersicum* distributed the CBL members over four clusters, and NtCBL5A was included in ClusterIwith closest phylogenetic relationship to AtCBL5 (Figure 1C).

**Figure 1:**
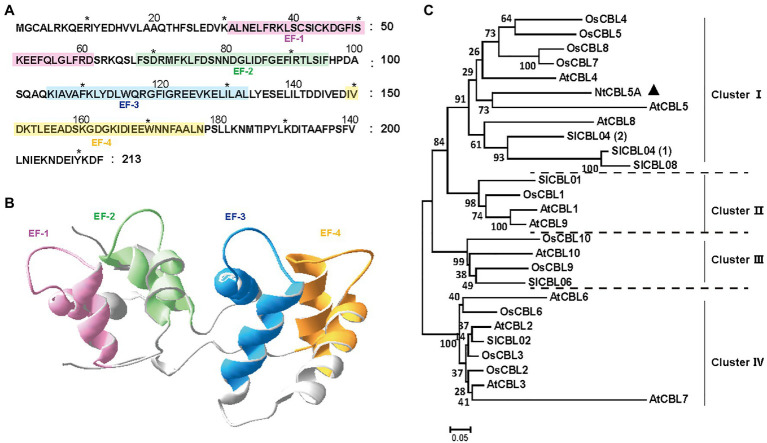
Structure and phylogenetic relationship of NtCBL5A. **(A)** Amino acid sequence of NtCBL5A and the positions of four EF-hands predicted by SMART. **(B)** The 3D structure of NtCBL5A predicted by SWISS-MODEL. **(C)** Phylogenetic analysis of NtCBL5A and all known CBL members from *Arabidopsis thaliana*, *Oryza sativa*, and *Solanum lycopersicum*. The amino acid sequences of AtCBLs, OsCBLs, and SlCBLs were downloaded from TAIR (https://www.arabidopsis.org/), NCBI (https://www.ncbi.nlm.nih.gov/), and Sol Genomics Network (https://solgenomics.net/), respectively. The phylogenetic tree was constructed by MEGA6 using the Neighbor-Joining method.

Semi-quantitative RT-PCR indicated that *NtCBL5A* is specifically expressed at a higher level in stems and a relatively lower level in main veins of young tobacco seedlings, and it is not detectable in roots and leaf blades (with main veins removed) at 30DAG (Figure 2A). We examined tissue-specific expression in more detail using independent *ProNtCBL5A::GUS* transgenic tobacco lines with a 2,780bp upstream regulatory region of *NtCBL5A* including the promoter (Supplementary Figure S1B) driving expression of a *GUS* reporter gene. Consistent with the semi-quantitative RT-PCR result, strong GUS activity was mainly detected in veins and stems of tobacco seedlings (Figures 2B–F). At 3 and 20 DAG, GUS staining was only observed in the veins and the top of the stem (Figures 2B–D). At 40 DAG, GUS staining was still limited to the veins and the stem (Figures 2E,F).

**Figure 2:**
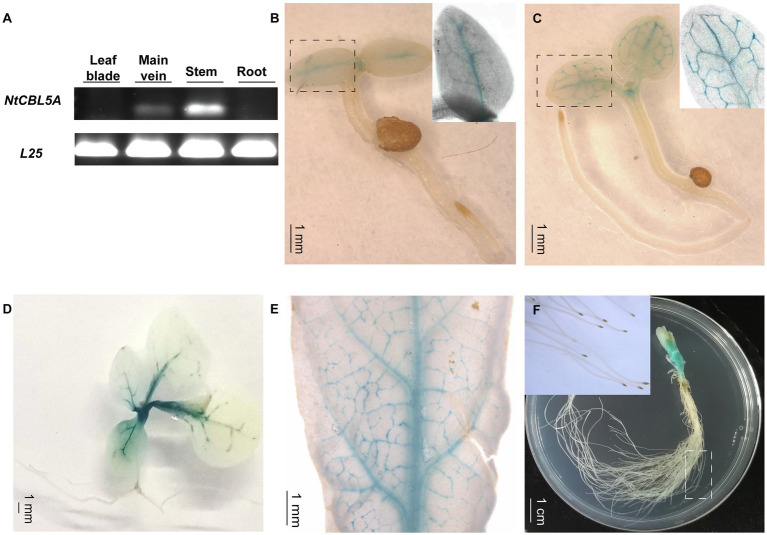
The expression profile of *NtCBL5A* in tobacco plants. **(A)** The expression profile detection in different tissues by semi-quantitative RT-PCR at 30days after germination (DAG), *L25* is the reference gene (Schmidt and Delaney, 2010). **(B-F)** The GUS staining of different tissues of *ProNtCBL5A::GUS* plants at different growth stages. They are seedlings at 3 DAG **(B)**, seedlings at 5 DAG **(C)**, seedlings at 20 DAG **(D)**, leaves of the seedlings at 40 DAG **(E)**, and stem and root tissues of the seedlings at 40 DAG **(F)**, respectively.

### Overexpression of *NtCBL5A* Induces Salt Supersensitivity With Necrotic Lesions on Leaves

Two independent homozygous *NtCBL5A*-OE lines (OE-2, OE-15) with different overexpression levels were selected for salt tolerance evaluation (Figures 3A,B). Wild-type (WT) and *NtCBL5A*-OE lines were treated under control conditions (1/2 Hoagland’s nutrient solution) and saline conditions (1/2 Hoagland’s nutrient solution with 100mM NaCl) in a hydroponic growth system. Under control conditions, there were no phenotype differences between WT and *NtCBL5A*-OE lines. Under saline conditions, constitutive overexpression of *NtCBL5A* led to salt supersensitivity (Figure 3C). There were leaf chlorosis spots on *NtCBL5A*-OE leaves at the early stage of salt stress that developed fast into severe necrotic lesions within 2weeks (Figure 4A). In each *NtCBL5A*-OE plant, the fifth leaf that emerged just before the initiation of the salt treatment showed the most severe necrotic lesions (Figure 3C), and the occurrence of necrotic lesions started from leaf tip and leaf margin (Figure 4A). The overexpression level of *NtCBL5A* appeared to be related to the necrotic phenotype, for the OE-2 line with higher *NtCBL5A* expression level showed more severe necrotic lesions than OE-15 (Figure 4A).

**Figure 3:**
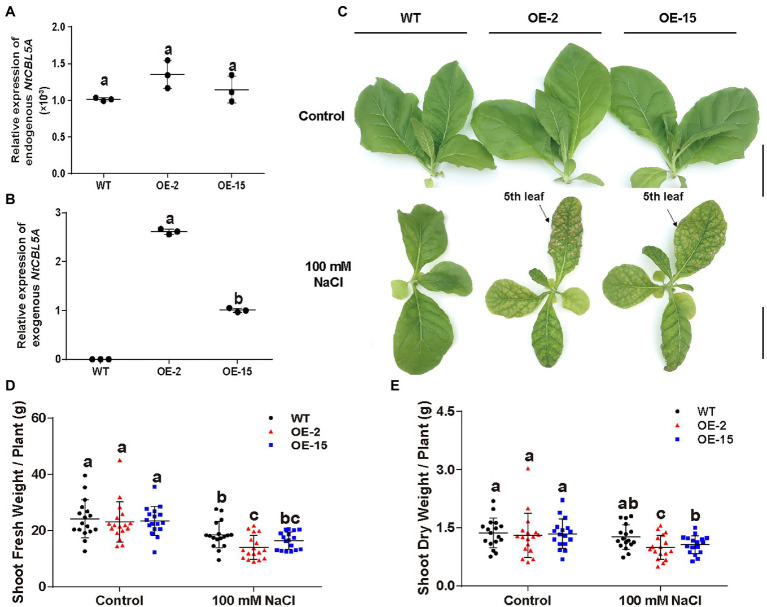
The detection of *NtCBL5A* expression and above-ground phenotype of wild-type (WT) and *NtCBL5A*-overexpressing (OE) lines (OE-2 and OE-15) under control conditions and salt stress (100mM NaCl). Scale bars=10cm. **(A)** Relative expression analysis of endogenous *NtCBL5A* (the *NtCBL5A* driven by 35S promoter) determined by RT-qPCR in different tissues of tobacco seedlings at 4days after the start of treatment (DAT). The expression of *NtCBL5A* is relative to the reference gene *L25* and the seedlings are 30-DAG old. **(B,C)** Relative expression analysis of endogenous *NtCBL5A* and exogenous *NtCBL5A* (the *NtCBL5A* driven by its own promoter in tobacco) determined by RT-qPCR in whole plants. The expression of *NtCBL5A* is relative to the reference gene *L25* and the seedlings are 12-DAG old. The reverse primer pCHF3-Allcheck-1 used for amplifying exogenous *NtCBL5A* was designed according to the sequence of the overexpression vector pCHF3, referring to pCHF3-Allcheck-2 (Shi et al., 2021). **(D)** The shoot phenotype of WT and *NtCBL5A*-OE lines at 9 DAT. **(E,F)** The shoot fresh weight and dry weight of WT and *NtCBL5A*-OE lines at 9 DAT. Error bars indicate ±SD (*n*=3 for gene expression detection, *n*=17 for shoot fresh/dry weight determination), different letters above bars (a, b, and c) indicate significant statistical difference based on one-way ANOVA with LSD test (*p*<0.05).

**Figure 4:**
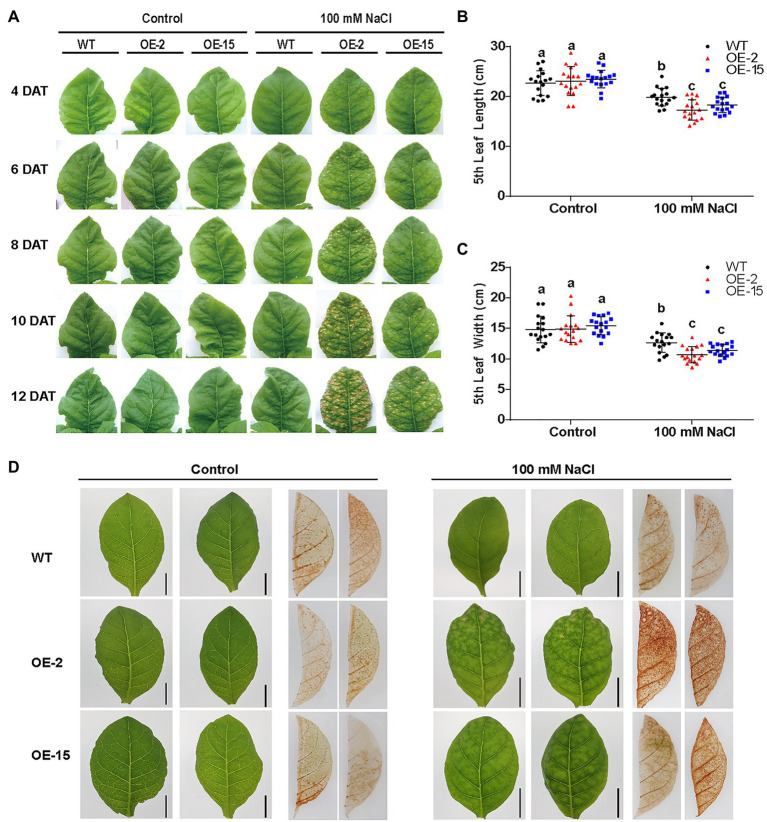
The determination of physiological parameters in wild-type (WT) and *NtCBL5A*-overexpressing lines (OE-2 and OE-15). **(A)** The phenotype of the fifth leaf of WT and *NtCBL5A*-OE lines under control conditions and salt stress (100mM NaCl) from 4 to 13 DAT. **(B,C)** Leaf length and leaf width determination of the fifth leaf at 8 DAT. **(D)** DAB staining of tobacco under control conditions and salt stress (100mM NaCl) at 6 DAT. Error bars indicate ±SD (*n*=17), different letters above bars (a, b, and c) indicate significant statistical difference based on one-way ANOVA with LSD test (*p*<0.05). Scale bars=2cm.

Shoot dry weight and fresh weight of each tobacco line were reduced significantly under salt stress, and the reduction of *NtCBL5A*-OE lines was larger than that of WT at 9DAT (Figures 3D,E). Under saline conditions, the length and width of the fifth *NtCBL5A*-OE leaves were more reduced with curly and narrow leaf shapes (Figure 4). In addition, reactive oxygen species (ROS) accumulation in the fifth *NtCBL5A*-OE leaves was higher than that in WT leaves under salt stress at 2 and 6DAT (Supplementary Figure S2; Figure 4D). Root lengths of *NtCBL5A*-OE lines and WT were similarly affected by salinity, but root fresh weight was reduced more in the *NtCBL5A*-OE lines than in WT at 9DAT (Supplementary Figure S3).

### The Necrotic Lesions Are Specifically Induced by High Na^+^ in the Nutrient Solution

The response to the osmotic component of salt stress bears similarity to the response to drought (Bartels and Sunkar, 2005). Therefore, the effect of drought stress on *NtCBL5A*-OE plants was determined as well. WT and *NtCBL5A*-OE lines were exposed to drought stress in pots under greenhouse conditions. At 21DAT, all the lines showed reduced growth compared to the control plants with no water limitation, but there were no significant phenotype differences between the WT and *NtCBL5A*-OE plants under drought stress (Figure 5A). Under drought stress, plant height, and fresh and dry shoot weight of each line were decreased, while chlorophyll content of each line was significantly increased compared to control conditions (Figures 5B–E). There were no differences between WT and *NtCBL5A*-OE lines under drought stress (Figures 5B–E); suggesting that osmotic stress alone did not trigger necrotic lesions on *NtCBL5A*-OE leaves. A 15% PEG6000 treatment was conducted to confirm that the necrotic lesions on transgenic lines are not caused by osmotic stress. Indeed, the PEG6000-induced osmotic stress did not induce leaf necrosis in OE-2 and OE-15 lines (Figure 6B).

**Figure 5:**
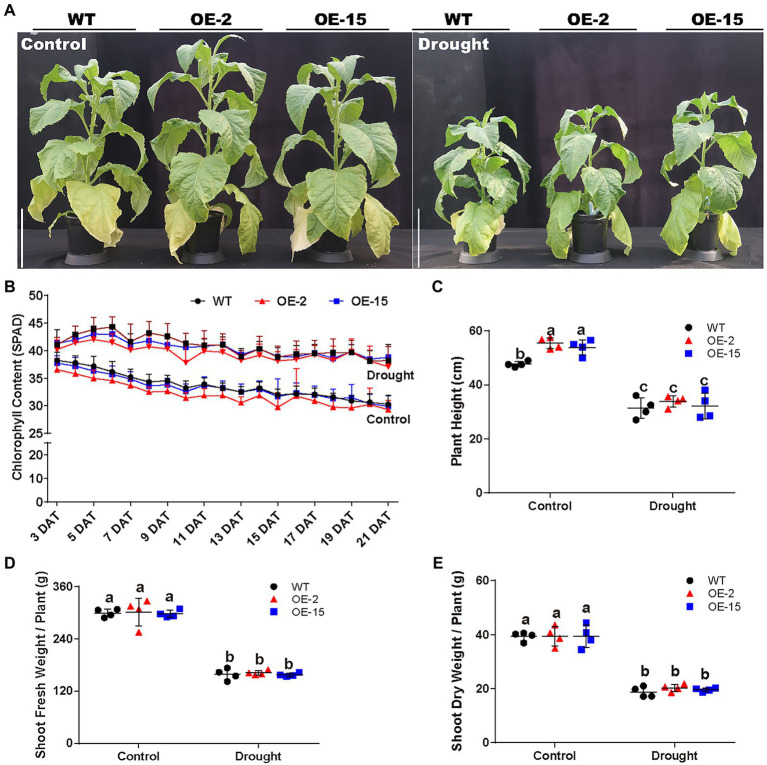
Phenotypic analysis of WT and *NtCBL5A*-OE lines (OE-2 and OE-15) under control conditions and drought stress. Scale bars=30cm. **(A)** The phenotype of WT and *NtCBL5A*-OE lines under control conditions and drought stress at 21DAT and 64DAG. **(B)** The chlorophyll content of the eigth leaf of WT and *NtCBL5A*-OE lines from 3 to 21 DAT. **(C–E)** The plant height, fresh shoot biomass, and dry shoot biomass of WT and *NtCBL5A*-OE lines at 21 DAT. Error bars indicate ±SD (*n*=4), different letters above bars (a, b, and c) indicate significant statistical difference based on one-way ANOVA with LSD test (*p*<0.05).

**Figure 6:**
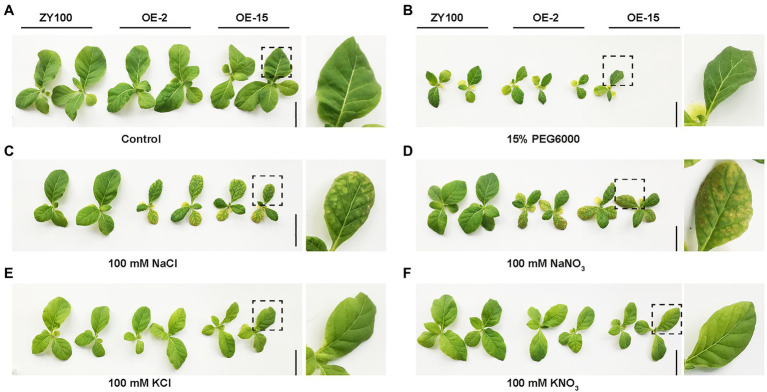
Ion and osmotic stress evaluation on WT and *NtCBL5A*-overexpressing lines (OE-2 and OE-15) at 9DAT. **(A)** The phenotype of WT and *NtCBL5A*-OE lines under control condition (1/2 Hoagland’s nutrient solution). **(B)** The phenotype of WT and *NtCBL5A*-OE lines under osmotic stress (1/2 Hoagland’s nutrient solution added 15% PEG6000). **(C–F)** The phenotype of WT and *NtCBL5A*-OE lines under ion stresses (1/2 Hoagland’s nutrient solutions added 100mM NaCl, 100mM NaNO_3_, 100mM KCl, and 100mM KNO_3_, respectively). Scale bars=10cm. Fourth leaves under light (Light), covered by aluminum-foil paper (Covered), and under dark (Dark), which were zoomed in at the right part of the panel.

Under saline conditions, both Na^+^ and Cl^−^ can be toxic to the plant (Munns and Tester, 2008). To identify the ion that is responsible for the necrotic phenotype of *NtCBL5A*-OE lines under salt stress, the plants were exposed not only to 100mM NaCl, but also to 100mM NaNO_3_, 100mM KNO_3_, and 100mM KCl (Quan et al., 2007). At 9DAT, both WT and *NtCBL5A*-OE lines exhibited reduced growth under all treatments relative to control conditions (Figure 6). *NtCBL5A*-OE lines showed leaf necrosis only under NaCl and NaNO_3_ treatments but not under KNO_3_ and KCl treatments (Figures 6C–F), suggesting that the necrotic lesions on *NtCBL5A*-OE lines are specifically induced by high levels of Na^+^ in the nutrient solution.

### Overexpression of *NtCBL5A* Enhances the Sensitivity of Transgenic Tobacco Leaves to Na^+^

To elucidate the cause of the salt-induced necrotic lesions in *NtCBL5A*-OE leaves, we measured the ion contents in the fifth leaf blades (with main veins removed) of all tobacco lines at three treatment time points (4, 6, and 9DAT). It needs to mention first that there was no significant difference between leaf water contents of WT and *NtCBL5A*-OE (Supplementary Figure S4A). Na^+^ contents in the fifth leaf blades of all lines were strongly increased under salt stress relative to control conditions and increased with treatment time. Compared to WT, Na^+^ contents in the fifth leaf blades of *NtCBL5A*-OE lines were higher under salt stress but the difference was not large (Figure 7A). More specifically, during the 4~9DAT, the Na^+^ contents in the 5th leaf blades of WT, OE-2, and OE-15 tobacco plants are in the range of 39.18~51.64, 44.95~69.71, and 47.36~64.31μg/mg, respectively. In other words, the 5th leaf blades of WT lines could reach a similar Na^+^ content level to that of OE lines with treatment time, but they did not exhibit any necrotic lesions at all during the treatment period (Figures 4A, 7A). Cl^−^ contents in the 5th leaf blades of all lines were strongly increased under salt stress relative to control conditions and increased with time, but there was no significant difference between WT and *NtCBL5A*-OE lines under salt stress (Figure 7C). K^+^, Ca^2+^, and Mg^2+^ contents in all lines were significantly decreased under salt stress but also for these ions there was still no significant difference between WT and *NtCBL5A*-OE plants (Supplementary Figures S4B–D).

**Figure 7:**
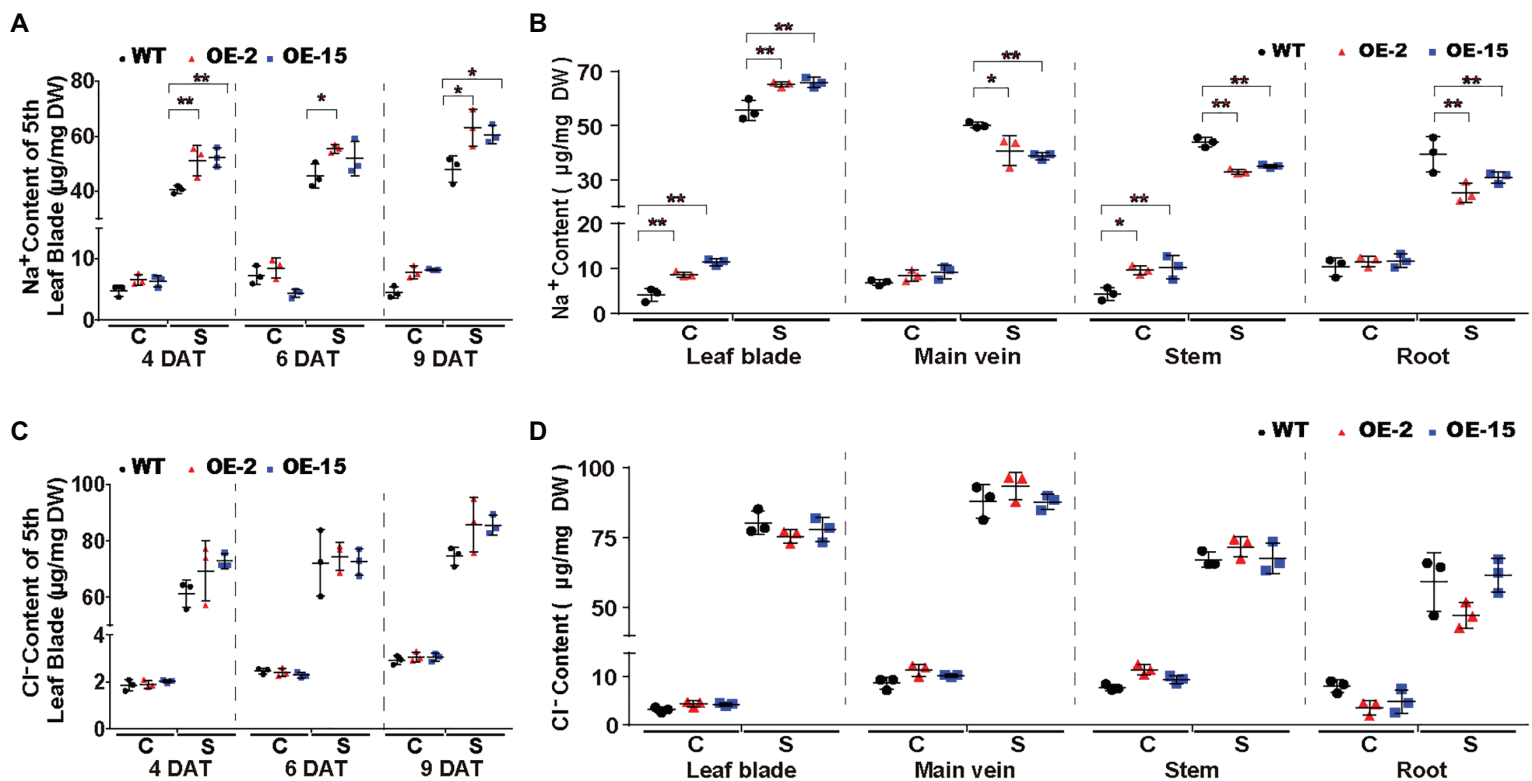
Na^+^ and Cl^−^ contents in WT and *NtCBL5A*-overexpressing lines (OE-2 and OE-15) under control conditions and salt stress (100mM NaCl). **(A,C)** Na^+^ and Cl^−^ contents in the fifth leaf blades (with main veins removed) at 4, 6, and 9 DAT. **(B,D)** Na^+^ and Cl^−^ contents in different tissues (leaf blades: all leaves with main veins removed; main veins: main veins from all leaves; stems; and roots) at 10 DAT. C means control conditions, while S means salt stress. Error bars indicate ±SD (*n*=3), every biological replication is a mixed pool of three plants. One-way ANOVA with LSD test (^*^p<0.05 and ^**^p<0.01) was used to analyze statistical significance.

We also measured the Na^+^ and Cl^−^ contents in different tissues (leaf blades: all leaves with main veins removed; main veins: main veins from all leaves; stems; and roots) of all lines under control conditions and 100mM NaCl stress at 10DAT. Under salt stress, Na^+^ contents in all tissues of all lines were strongly increased relative to control conditions, and Na^+^ contents in leaf blades of *NtCBL5A*-OE lines were significantly higher than those of WT (Figure 7B). In contrast, Na^+^ contents in main veins, stems, and roots of OE-2 and OE-15 were significantly lower than those of WT under salt stress (Figure 7B). Cl^−^ contents in all tissues of all lines were strongly increased under salt stress relative to control conditions but there was no significant difference between different lines (Figure 7D). Taken together, ion content data suggested that the overexpression of *NtCBL5A* may promote Na^+^ loading into leaf blades, but the necrotic lesions are caused by the increased Na^+^ sensitivity of *NtCBL5A*-OE leaves.

### Differentially Expressed Genes in *NtCBL5A*-OE Leaves Under Salt Stress Were Analyzed

To further identify the genes and pathways involved in the necrotic phenotype of *NtCBL5A*-OE lines, the leaf transcriptome profiling of WT and OE-2 lines grown under control conditions and salt stress (100mM NaCl) at 4DAT were sequenced and compared. 

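Leaf RNA of WT and of OE-2, a line that overexpresses *NtCBL5A*, was analysed in 4 groups: C-WT, C-OE2, S-WT and S-OE2. Each group had 1 library in each of 2 independent experiments, so that 8 libraries were compared. A library was made from the fifth leaves of 4 plants aged 34 days, after 4 days with or without 100 mM NaCl. The authors aligned the reads with Hisat2, assembled additional transcripts with StringTie and counted reads per gene with featureCounts. They deposited the raw counts of 81378 genes and the FPKM values made from them. In Experiment 1 the total count on genes was 18674594 in C-WT, 24841729 in C-OE2, 26682943 in S-WT and 29610081 in S-OE2. In Experiment 2 it was 25653836 in C-WT, 31672013 in C-OE2, 22600749 in S-WT and 23927369 in S-OE2. The paper states 48 M to 81 M reads per sample, whereas the values given here use the counts on genes. The raw counts were scaled with edgeR's TMM method, and 44564 genes passed its filter on low counts. All 8 libraries entered one quasi-likelihood fit with the group and the experiment as terms. Genes with a Benjamini-Hochberg adjusted p below 0.05 were counted as DEGs. The paired libraries of a group differed by more than counting noise, with a chi-square per degree of freedom from 63.5 in S-OE2 to 131 in C-OE2. The biological coefficient of variation over all genes was 24.2%. In edgeR's test, changes of 1 on the log2 scale were recovered for 8.96% of 67 simulated genes between S-WT and S-OE2, and changes of 2 for 88.1% of 67. The simulated data held 200 changed genes and gave 152 calls in this comparison, against 3288 in the data. The adjustment depends on how many genes change, so these rates do not give the recovery in the data. The paper's text does not name how reads that fit several genes were counted, which limits the values of genes with near-identical copies in tobacco.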

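Between C-WT and C-OE2, 7 genes were upregulated and 9 were downregulated in OE-2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without adjustment, 2015 genes had a p below 0.05 in this comparison, where chance alone gives 2228. Between S-WT and S-OE2, 1860 genes were upregulated and 1428 were downregulated in OE-2, and 9601 had an unadjusted p below 0.05. All 16 and all 3288 of these DEGs changed in the same direction in both experiments. The DEGs were chosen on the same libraries, which by itself favours this agreement. For S-WT/S-OE2 the term for the experiment moved the counts most, and without it 2 genes were upregulated and 3 were downregulated. For C-WT/C-OE2 the counts were 1 and 2 without it, and moved further to 199 and 37 with no filter and to 199 and 46 with DESeq2. The gene Nitab4.5_0007367g0040, from 24441 to 26524 of its scaffold, had 0 counts in every WT library and 12311 to 18196 counts in the OE2 libraries. Its level in OE-2 was at least 3705-fold higher under control conditions and at least 3615-fold higher under salt stress. Nitab4.5_0004027g0010, from 239497 to 240615 of its scaffold, was lower in OE-2 under both conditions. Its log2 fold change was -4.47 (standard error 0.30) under control conditions and -4.97 (standard error 0.32) under salt stress, with adjusted p = 0.00278 and 8.95e-04 from edgeR's quasi-likelihood test.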

Two datasets of DEGs were made in which we identified the genes that were differentially expressed as a result of the overexpression of *NtCBL5A*: Control-WT vs. Control-OE2 (C-WT/C-OE2) and Salt-WT vs. Salt-OE2 (S-WT/S-OE2). Another two datasets were also used to identify the transcripts that were responsive to the salt treatments: Control-WT vs. Salt-WT (C-WT/S-WT) and Control-OE2 vs. Salt-OE2 (C-OE2/S-OE2). 

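Between C-WT and S-WT, 17 genes were upregulated and 22 were downregulated by salt, and 4294 genes had an unadjusted p below 0.05. Between C-OE2 and S-OE2, 2554 genes were upregulated and 2755 were downregulated, and 11766 had an unadjusted p below 0.05. Of these 5309 DEGs in OE-2, 5307 changed in the same direction in both experiments, which choosing them on the same libraries favours. The split between the directions depended on the scaling. With total counts in place of TMM factors, 8375 genes were upregulated and 1400 were downregulated in OE-2, since that scaling raised the median log2 fold change of all genes to 0.50.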

DEGs from C-WT/C-OE2 and S-WT/S-OE2 were compared to select the transcripts affected by *NtCBL5A* overexpression only under salt stress (dotted lines in Figures 8A,D; Supplementary Figure S5). 

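By this rule, 1853 upregulated and 1419 downregulated genes were DEGs under salt stress and not under control conditions. Absence from the C-WT/C-OE2 list is not itself a test, so the difference between the effects of overexpression under both conditions was tested for each gene as an interaction. The interaction was called for 6 genes with a larger and 1 gene with a smaller value under salt stress. Without adjustment, 4389 genes had an interaction p below 0.05, among them 1041 of the 1853 upregulated and 1176 of the 1419 downregulated genes. The interaction had the direction of the overexpression effect under salt stress in both experiments for 86.5% of the upregulated and 97.0% of the downregulated genes. The genes were chosen on the same libraries, which by itself favours this direction. In simulated data, an interaction of 2 on the log2 scale was called for 40.3% of 67 genes. Those data gave 94 interaction calls, against 7 here, so this rate does not give the recovery in the real libraries. In the data, the counts of 6 and 1 interaction genes depended on the processing. They were 226 and 131 with no filter, 400 and 421 with DESeq2 and 36 and 6 with total-count scaling. Without the term for the experiment they were 0 and 0.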

We also compared DEGs from C-WT/S-WT and C-OE2/S-OE2 to identify the specific transcripts affected by salt stress and only in *NtCBL5A*-OE lines (dotted lines in Figures 8B,E; Supplementary Figure S5). This procedure was done for two independent experiments, and only DEGs that were identified in both experiments were considered (highlighted part in Figures 8A,B,D,E). 

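With each experiment taken alone, 1 library was compared with 1 library, and the spread was borrowed from all 8 libraries. Between S-WT and S-OE2, Experiment 1 gave 1564 upregulated and 1363 downregulated DEGs, and Experiment 2 gave 1878 and 541. Between C-OE2 and S-OE2, Experiment 1 gave 2487 upregulated and 2559 downregulated DEGs, and Experiment 2 gave 1893 and 1277. When a gene had to be called in both experiments and in neither experiment of the excluded comparison, 859 upregulated and 342 downregulated OE-affected DEGs remained, with 1257 and 878 salt-affected DEGs. Across genes, the log2 fold changes of the experiments had a Pearson correlation of 0.636 for S-WT/S-OE2, 0.718 for C-OE2/S-OE2, 0.228 for C-WT/C-OE2 and 0.160 for C-WT/S-WT. Genes are not independent replicates, so these correlations carry no p. The second principal component, with 25.5% of the variance, separated the experiments.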

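In the fit over both experiments, 3024 upregulated and 2998 downregulated genes were OE-affected DEGs, salt-affected DEGs or both. Of these, 1367 upregulated and 1159 downregulated genes were in both sets. The comparisons S-WT/S-OE2 and C-OE2/S-OE2 share the S-OE2 libraries, which makes some overlap arise by itself. In 10 simulated data sets without any difference between groups, 0 to 2 genes per direction were in both sets, and the log2 fold changes of both comparisons had a correlation across genes of 0.465 to 0.490, against 0.760 in the data. In 10 simulated data sets in which overexpression and salt each had the same effect at every level of the other, 2130 to 2326 upregulated and 1614 to 1695 downregulated genes still met the rule. There, 599 to 669 upregulated and 168 to 224 downregulated genes were in both sets, and the correlation was 0.613 to 0.624. These simulated sets differed from the data in the comparisons that the rule subtracts. They gave 1565 to 1892 DEGs for C-WT/C-OE2, against 16 in the data, and 3642 to 3933 for C-WT/S-WT, against 39. Their counts therefore do not show how many of the observed genes would meet the rule without an interaction.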

The OE-affected DEGs and salt-affected DEGs together resulted in 2079 upregulated DEGs and 1,154 down-regulated DEGs (Figures 8C,F), strongly affected by the combination of *NtCBL5A* overexpression and salt stress.

**Figure 8:**
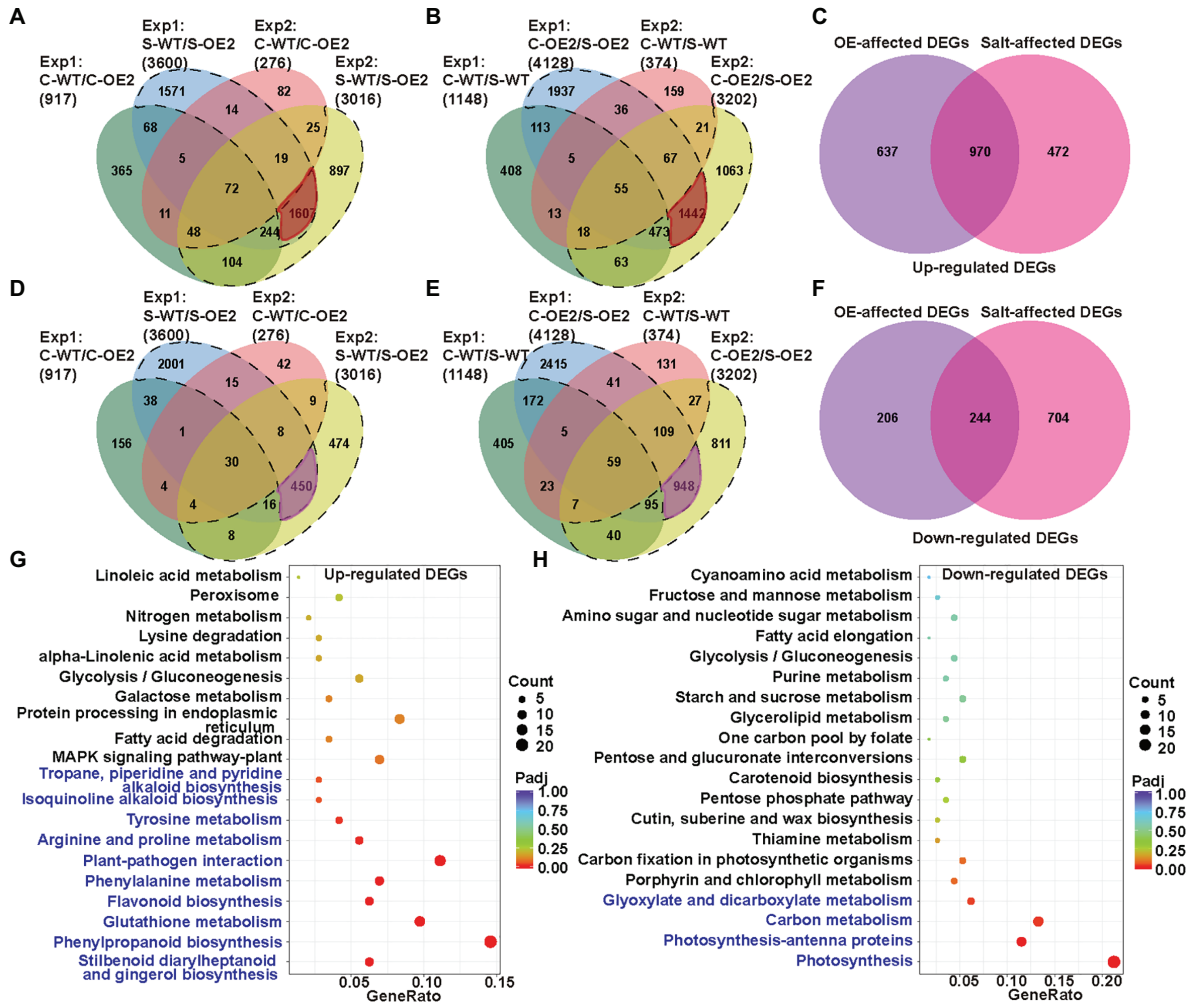
The analysis of leaf transcriptome data of WT and the *NtCBL5A*-overexpressing line (OE-2) at 4 DAT. **(A)** Venn diagram with four up-regulated gene sets: Experiment 1 (Exp1)-C-WT/C-OE2, Exp 1-S-WT/S-OE2, Exp 2-C-WT/C-OE2, and Exp 2-S-WT/S-OE2. **(B)** Venn diagram with four upregulated gene sets: Exp1-C-WT/S-WT, Exp 1-C-OE2/S-OE2, Exp 2-C-WT/S-WT, and Exp 2-C-OE2/S-OE2. **(C)** Venn diagram with two sets: OE-affected upregulated differentially expressed genes (DEGs) and Salt-affected upregulated DEGs. **(D)** Venn diagram with four downregulated gene sets: Exp 1-C-WT/C-OE2, Exp 1-S-WT/S-OE2, Exp 2-C-WT/C-OE2, and Exp 2-S-WT/S-OE2. **(E)** Venn diagram with four downregulated gene sets: Exp 1-C-WT/S-WT, Exp 1-C-OE2/S-OE2, Exp 2-C-WT/S-WT, and Exp 2-C-OE2/S-OE2. **(F)** Venn diagram with two sets: OE-affected down-regulated DEGs and Salt-affected downregulated DEGs. **(G,H)** Kyoto encyclopedia of genes and genomes (KEGG) enrichment of upregulated genes and downregulated genes. The pathways labeled in blue were significantly enriched pathways. Count: the number of DEGs, bigger circle means more DEGs number; GeneRatio: the number of DEGs/the total number of genes in this pathway; padj: *p*, padj<0.05 means significant difference, redder color means greater significance. The raw data of RNA-seq can be found in GEO data repository with the accession number GSE181164, in which samples were named as C-WT-1, S-WT-1, C-OE2-1, S-OE2-1, C-WT-2, S-WT-2, C-OE2-2, and S-OE2-2. “C” refers to “Control,” “S” refers to “Salt,” “WT” refers to “wild-type,” “OE2” refers to the OE2 line of *NtCBL5A*-overexpressing lines, “1” refers to “Experiment 1,” and “2” refers to “Experiment 2.”

The upregulated DEGs were enriched in 10 KEGG (Kanehisa et al., 2020) pathways (padj<0.05; Figure 8G). Among them, “plant-pathogen interaction” (KEGG ID: sly04626) and “MAPK signaling pathway-plant” (KEGG ID: sly04016) attracted our attention because many DEGs identified as belonging to these two pathways are related to HR and cell death, including *PATHOGENESIS RELATED PROTEIN 1a* (*PR1a*), *PR1b*, *PR1c*, *PR-Q*, *PR-R* major form, *PR-R* minor form, *ETHYLENE RESPONSE FACTOR 1* (*ERF1*), *ENHANCED DISEASE SUSCEPTIBILITY 1* (*EDS1*, SA-related signal transducers), and *RPM1-INTERACTING PROTEIN 4* (*RIN4*). 

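The counts of 12 plant defense-related genes with identifiers in the paper were taken from the same libraries. All 12 were higher in S-OE2 than in S-WT in both experiments, and 11 were DEGs among all genes tested. When adjusted over the list alone, 12 were called. This is not independent evidence because the study chose most of these genes on these samples. The paper takes *NRP* and *HSR203J* as markers from earlier work. The median log2 fold change of the list was 4.32, with 3.77 in Experiment 1 and 6.97 in Experiment 2. Without the S-WT library of Experiment 1 the median was 7.20. As a set, the genes had an adjusted p of 6.9e-11 with camera at its preset correlation, 0.156 with the correlation estimated from the data and 0.0179 with fry, each over 15 set tests.
*PR1a* (Nitab4.5_0003771g0010), from 22561 to 23067 of its scaffold, had 4470 counts in S-WT and 262365 in S-OE2 of Experiment 1, and 17 and 165541 in Experiment 2. Its log2 fold change of 6.72 (standard error 1.87) did not pass the threshold, with adjusted p = 0.0650 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *PR-Q* (Nitab4.5_0003207g0080) reached 5566 ± 2235 CPM (SD, n = 2) in S-OE2 and 145 ± 199 CPM (SD, n = 2) in S-WT, where the spread exceeded the mean. *PR-R* minor (Nitab4.5_0004097g0050) had a log2 fold change of 6.77 (standard error 1.04, adjusted p = 0.00924 from edgeR's quasi-likelihood test). *EDS1* (Nitab4.5_0002101g0050) had 9.59 ± 4.54 CPM (SD, n = 2) in S-WT and 31.3 ± 4.49 CPM (SD, n = 2) in S-OE2. *ERF1* (Nitab4.5_0010541g0010) and *RIN4* (Nitab4.5_0003020g0010) rose by 2.08 and 2.88 on the log2 scale, with adjusted p = 0.00936 and 0.0195 from edgeR's quasi-likelihood test. *PR1a*, *PR1b* and *PR1c* belong to one family, so reads that fit more than 1 of them make their separate values uncertain.

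**Figure D1:**
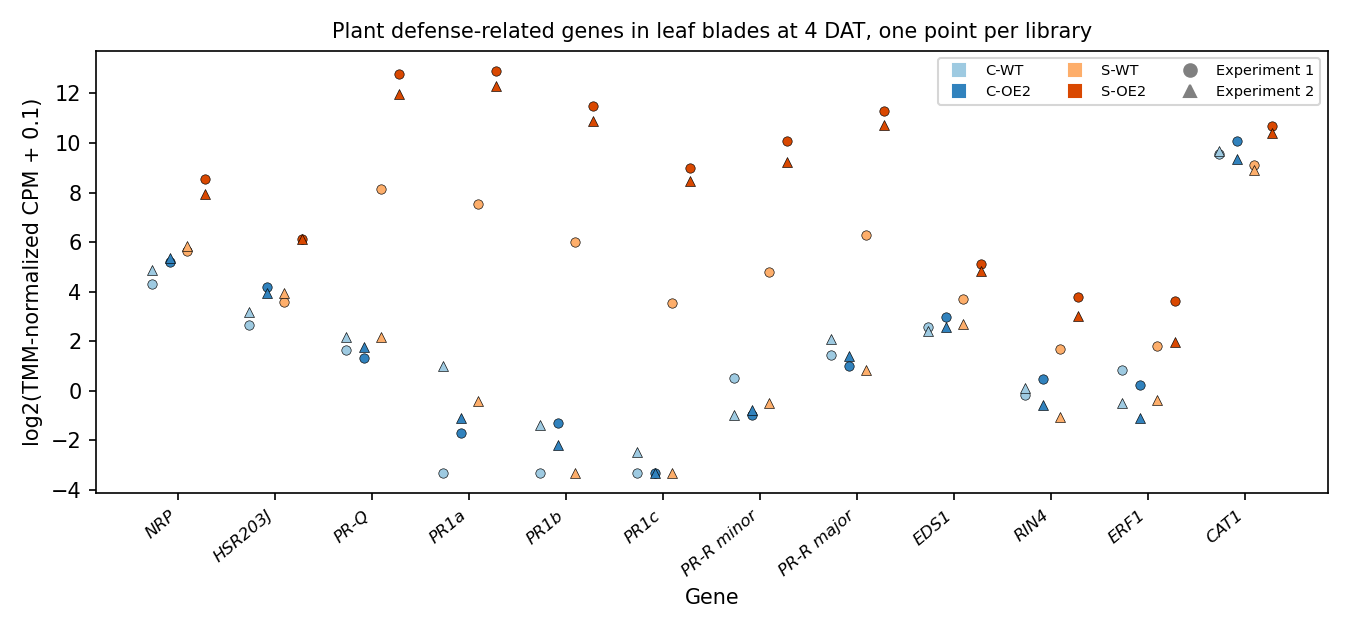
Expression of the 12 defense-related genes on a log2 scale of TMM-normalized CPM, with one point per library, colours for the groups, circles for Experiment 1 and triangles for Experiment 2. In S-WT the *PR* genes lie far apart between the experiments, with 6944 counts of *PR-Q* in Experiment 1 and 115 in Experiment 2.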

Besides, Ca^2+^ channels *CYCLIC NUCLEOTIDE-GATED ION CHANNEL* (*CNGC*) and other two types of Ca^2+^-sensor genes *CML* and *CDPK* were also enriched in the MAPK signaling pathway-plant. 

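Whether overexpression acted differently under salt stress was tested by the interaction for the 12 defense-related genes, among them *PR1a*, *PR1b*, *PR1c*, *PR-Q*, *PR-R*, *ERF1*, *EDS1* and *RIN4*. All 12 interaction values were positive in both experiments, from 1.22 to 10.93 on the log2 scale. None was called over all genes, and the adjusted p ranged from 0.133 to 0.713 in edgeR's quasi-likelihood test. With DESeq2 the interaction was called for 6 of the 12 genes, and with no filter for 5. Adjusted over the list alone, 10 of the 12 were called, on a list that the study chose mostly from these samples. The list's median interaction was 4.60, with 2.78 in Experiment 1 and 7.20 in Experiment 2. It moved to 1.81 without the C-WT library of Experiment 2 and to 7.59 without the S-WT library of Experiment 1. Under control conditions none of the 12 genes was a DEG between WT and OE-2, and the smallest adjusted p there was 0.260, for *HSR203J*. Adjusted over the list alone, 1 gene was called there, *HSR203J*, with a log2 fold change of 1.15. In WT, *PR1a*, *PR1b* and *PR1c* were higher in S-WT than in C-WT in Experiment 1 and not in Experiment 2, and whether salt caused this was not settled. *PR1b* had 0 counts in C-WT and 1556 in S-WT of Experiment 1, and 7 and 0 in Experiment 2. *PR1c* had at most 2 counts in every control library, so its level in S-OE2 was at least 3518-fold that of C-OE2. *CNGC1* (Nitab4.5_0000258g0120) had an interaction of 3.06 (standard error 2.03, adjusted p = 0.703 from edgeR's quasi-likelihood test). It was 1.57 in Experiment 1 and 6.68 in Experiment 2, and ranged from 1.23 to 10.5 with single libraries left out.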

Interestingly, these genes are highly upregulated only under the combination of *NtCBL5A* overexpression and salt stress. The down-regulated DEGs were enriched in four KEGG pathways (padj<0.05; Figure 8H). In “photosynthesis” (KEGG ID: sly00195) and “photosynthesis-antenna proteins” (KEGG ID: sly00196) pathways, many genes related to photosystem I (e.g., *PsaD*, *PsaH*, and *PsaE*), photosystem II (e.g., *PsbD*, *PsbQ*, and *PsbW*), photosynthetic electron transport (*PetE*, *PetF*, and *PetH*), and light-harvesting chlorophyll protein complex (e.g., *Lhca1-5*, *Lhcb1*, and *Lhcb3-6*) were significantly downregulated.

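Of the photosynthesis-related genes, 12 have identifiers in the paper. All 12 were lower in S-OE2 than in S-WT in both experiments and all 12 were DEGs. *Fd* was not called with total-count scaling, and *Fd* and *GAPA* were not called with the 4 libraries of the comparison alone. The log2 fold changes of the 12 ranged from -2.37 for *Lhcb3* (Nitab4.5_0012832g0010) to -0.97 for *Fd* (Nitab4.5_0004129g0010), with a median of -1.28. The median was -1.36 in Experiment 1 and -1.17 in Experiment 2. *PsaH* (Nitab4.5_0000351g0060), from 323278 to 324845 of its scaffold, fell from 517 ± 250 CPM (SD, n = 2) in S-WT to 183 ± 71.9 CPM (SD, n = 2) in S-OE2. The spread within each group was mainly between the experiments, and within them *PsaH* changed by -1.57 and -1.36 on the log2 scale, with adjusted p = 0.00654 for the joint change by edgeR's quasi-likelihood test. *PsaE* (Nitab4.5_0000385g0230), *PsaD* (Nitab4.5_0014875g0010) and *PsbQ* (Nitab4.5_0002345g0070) had log2 fold changes of -1.33, -1.27 and -1.36. Without the term for the experiment none of the 12 was called, and the adjusted p of *PsaH* was 0.356 in edgeR's quasi-likelihood test. The interaction was negative for all 12 in both experiments, with a median of -1.19. It was called for 0 genes over all genes and for 12 when adjusted over the list alone, while DESeq2 called it for 10 of the 12 over all genes. As a set, the genes had an adjusted p between S-WT and S-OE2 of 2.63e-11 with camera at its preset correlation, 0.156 with the correlation estimated from the data and 0.00261 with fry. The study chose these genes on the same samples, so neither the calls nor the set tests are independent evidence. The 12 genes together took 2.94% of the counts in S-WT and 1.40% in S-OE2 of Experiment 1, and 2.05% and 1.14% in Experiment 2.

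**Figure D2:**
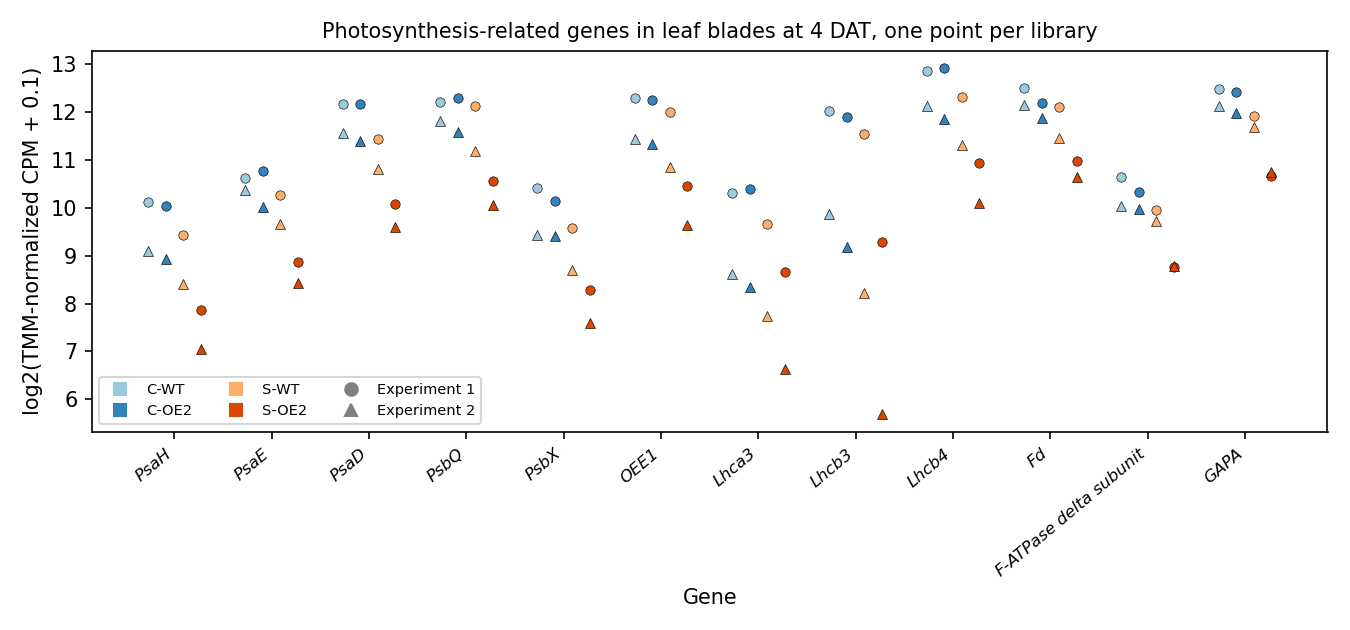
Expression of the 12 photosynthesis-related genes on a log2 scale of TMM-normalized CPM, with one point per library, colours for the groups, circles for Experiment 1 and triangles for Experiment 2. In each experiment the S-OE2 library has the lowest value of the 4 groups for all 12 genes, as for *PsaH* with 8006 counts in Experiment 1 and 4329 in Experiment 2.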

### Plant Defense- and Cation Homeostasis-Related Genes Are Regulated in *NtCBL5A*-OE Leaves Under Salt Stress

Under salt stress, *NtCBL5A-*OE leaves exhibited necrotic lesions that bear resemblance to hypersensitive reaction (HR)-like cell death in plant response to pathogen infection. To understand the causes of the necrotic lesions, we specifically examined the expression of the HR marker genes *N-RICH PROTEIN* (*NRP*; Ludwig and Tenhaken, 2001) and *HYPERSENSITIVE-RELATED 203J* (*hypersensitive-related 203J*; Pontler et al., 1994), as well as the plant defense-related genes in the “Plant-pathogen interaction” pathway and “MAPK signaling pathway-plant” pathway (Figure 8G). *NPR* and *HSR203J* genes were strongly upregulated in *NtCBL5A*-OE leaves under salt stress (Figures 9A,B). In addition, the expression levels of plant defense-related genes like *PR* genes (*PR1a*, *PR1b*, *PR1c*, *PR-Q*, and *PR-R*; Sinha et al., 2014), *EDS1* (Lapin et al., 2020), *RIN4* (Ray et al., 2019), *ERF1* (Lorenzo et al., 2003), and *CATALASE 1* (*CAT1*; Tran and Jung, 2020) were much higher in *NtCBL5A*-OE leaves than those in WT leaves under salt stress (Figures 9C–H; Supplementary Figures S6A–D). Taken together, these data suggested that salinity stress activates an immunity-related response specifically in the *NtCBL5A*-OE lines.

**Figure 9:**
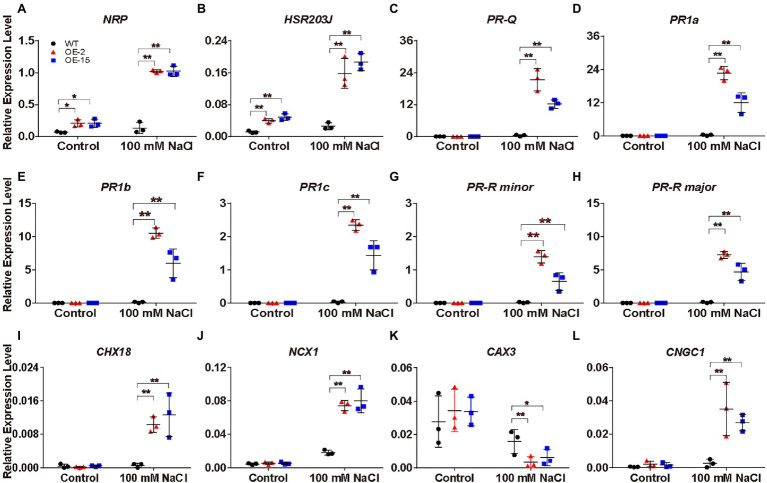
Relative expression analysis of plant defense-related marker genes, Na^+^ homeostasis- and Ca^2+^ homeostasis-related genes determined by RT-qPCR in tobacco leaves. (A-L) The expression of these genes is relative to the reference gene *L25* under control conditions and salt stress (100mM NaCl) at 4days after the start of treatment. Their gene IDs in the reference tobacco genome database (ftp://ftp.solgenomics.net/genomes/Nicotiana_tabacum/edwards_et_al_2017/assembly/Nitab-v4.5_genome_Chr_Edwards2017.fasta.gz) are *N-RICH PROTEIN* (*NRP*; Nitab4.5_0000798g0120), *HSR203J* (Nitab4.5_0002719g0120), *PR-Q* (Nitab4.5_0003207g0080), *PR1a* (Nitab4.5_0003771g0010), *PR1b* (Nitab4.5_0005400g0020), *PR1c* (Nitab4.5_0004861g0040), *PR-R* minor (Nitab4.5_0004097g0050), *PR-R* major (Nitab4.5_0000360g0100), *Cation/H^+^ EXCHANGER 18* (*CHX18*; Nitab4.5_0006998g0030), *Na^+^/Ca^2+^ EXCHANGER 1* (*NCX1*; Nitab4.5_0005404g0030), *CATION/PROTON 3* (*CAX3*; Nitab4.5_0000102g0080), and *CNGC1* (Nitab4.5_0000258g0120). Error bars indicate ±SD (*n*=3). One-way ANOVA with LSD test (^*^p<0.05 and ^**^p<0.01) was used to analyze statistical significance.

Under saline conditions, Na^+^ accumulation in *NtCBL5A*-OE leaves was slightly higher than that in WT leaves (Figure 7A). Therefore, we hypothesized that *NtCBL5A* overexpression may affect the expression of several cation homeostasis-related genes involved in salt stress response. 

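Of 4 cation homeostasis-related genes with identifiers in the paper, *CHX18*, *NCX1* and *CNGC1* were higher and *CAX3* was lower in S-OE2 than in S-WT in both experiments. *NCX1* (Nitab4.5_0005404g0030) had 3.55 ± 1.26 CPM (SD, n = 2) in S-WT and 12.6 ± 4.5 CPM (SD, n = 2) in S-OE2. Its log2 fold change was 1.83 (standard error 0.25, adjusted p = 0.00672 from edgeR's quasi-likelihood test). *CAX3* (Nitab4.5_0000102g0080) fell by 2.45 on the log2 scale (standard error 0.45, adjusted p = 0.0164 from edgeR's quasi-likelihood test), with -3.58 in Experiment 1 and -1.61 in Experiment 2. *CNGC1* had 81 counts in S-WT and 734 in S-OE2 of Experiment 1, and 0 and 899 in Experiment 2. *CHX18* (Nitab4.5_0006998g0030), from 38 to 2437 of its scaffold, was counted rarely, with 4 and 0 counts in S-WT and 82 and 38 in S-OE2. Its adjusted p was 0.0638 in edgeR's quasi-likelihood test, above the threshold. The interaction of overexpression and salt was called for 0 of the 4 genes over all genes and for 2 when adjusted over the list alone, although the study chose these genes on the same samples. With DESeq2 it was called over all genes for 2 of the 4, *NCX1* and *CAX3*. Without the C-WT library of Experiment 2 the interaction of *CHX18* changed sign, to -0.93.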

Based on the transcriptome analysis, several genes required for K^+^, Na^+^, and Ca^2+^ homeostasis were significantly up or downregulated by combined condition of *NtCBL5A* overexpression and salt stress. The expression profile of these genes was validated by RT-qPCR. *Cation/H^+^ EXCHANGER 18* (*CHX18*) and *Na^+^/Ca^2+^ EXCHANGER 1* (*NCX1*) gene were strongly upregulated (Figures 9I,J), while *vacuolar CATION/PROTON 3* (*CAX3*) gene involved in ion vacuolar compartmentalization (Martinoia et al., 2007; Zhao et al., 2007) was downregulated in WT and even more strongly inhibited in *NtCBL5A*-OE lines under saline conditions (Figure 9K). In addition, the expression of Ca^2+^ channels *CNGC1* was upregulated in *NtCBL5A*-OE leaves under saline conditions (Figure 9L). The results of RT-qPCR were consistent with the transcriptome data and indicated that *NtCBL5A* overexpression greatly affects the expression of cation homeostasis-related genes under salt stress.

### Photosynthetic Machinery-Related Genes Are Strongly Inhibited in *NtCBL5A*-OE Leaves Under Salt Stress

Under salt stress, *NtCBL5A*-OE leaves exhibited chlorotic spots developing into necrotic lesions from 4DAT (Figure 4A). To gain further insight into the causes of the chlorotic spots, we examined the expression levels of the photosynthesis essential genes in the “Photosynthesis” pathway and “Photosynthesis-antenna proteins” pathway (Figure 8H). *PsaH*, *PsaE*, and *PsaD* in photosystem I; *PsbQ*, *PsbX*, and *OXYGEN EVOLVING ENHANCER PROTEIN 1* (*OEE1*) in photosystem II; *LIGHT-HARVESTING CHLOROPHYLL PROTEIN COMPLEX* (*Lhca3*, *Lhcb3*, and *Lhcb4*); *FERREDOXIN* (*Fd*) in photosynthetic electron transport; *F-ATPase delta subunit*; and *GLYCERALDEHYDE-3-PHOSPHATE DEHYDROGENASE A* (*GAPA*) in Calvin cycle were examined, RT-qPCR results showed that their expression in both WT and *NtCBL5A*-OE leaves were significantly inhibited by salinity at 4 DAT (Figure 10). More importantly, their expression levels in *NtCBL5A*-OE leaves were significantly lower than that in WT leaves under salt stress (Figure 10). These data suggested that the photosynthetic machinery might be more severely affected in *NtCBL5A*-OE leaves than in WT leaves under salt stress at 4DAT.

**Figure 10:**
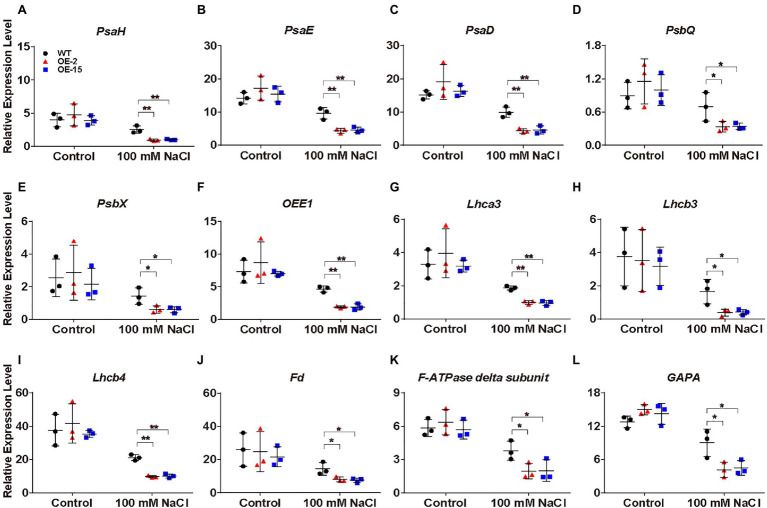
Relative expression analysis of photosynthesis-related genes determined by RT-qPCR in tobacco leaves. (A-L) The expression of these genes is relative to the reference gene *L25* under control conditions and salt stress (100mM NaCl) at 4DAT. Their gene IDs in the reference tobacco genome database (ftp://ftp.solgenomics.net/genomes/Nicotiana_tabacum/edwards_et_al_2017/assembly/Nitab-v4.5_genome_Chr_Edwards2017.fasta.gz) are *PsaH* (Nitab4.5_0000351g0060), *PsaE* (Nitab4.5_0000385g0230), *PsaD* (Nitab4.5_0014875g0010), *PsbQ* (Nitab4.5_0002345g0070), *PsbX* (Nitab4.5_0000073g0060), *OXYGEN EVOLVING ENHANCER PROTEIN 1* (*OEE1*; Nitab4.5_0000108g0110), *LIGHT-HARVESTING CHLOROPHYLL PROTEIN COMPLEX* (*Lhca3*; Nitab4.5_0000923g0200), *Lhcb3* (Nitab4.5_0012832g0010), *Lhcb4* (Nitab4.5_0011597g0020), *Fd* (Nitab4.5_0004129g0010), *F-ATPase delta subunit* (Nitab4.5_0006745g0030), and *GLYCERALDEHYDE-3-PHOSPHATE DEHYDROGENASE* A (*GAPA*; Nitab4.5_0010299g0040). Error bars indicate ±SD (*n*=3). One-way ANOVA with LSD test (^*^p<0.05 and ^**^p<0.01) was used to analyze statistical significance.

## Discussion

The mechanisms of salt stress response have been the subject of many research studies. A lot of candidate genes involved in salt stress response have been identified, including genes responsible for sensing and signaling in roots, photosynthesis, Na^+^ accumulation in shoots and vacuoles, and accumulation of organic solutes (Munns and Tester, 2008). However, actual improvements to salt tolerance in crops have been limited, partially because salt tolerance is a polygenic trait controlled by quantitative loci (Ismail and Horie, 2017). Therefore, more pathway components in the salt stress response need to be explored. The strategy of generating a phenotype by targeted overexpression can be used as a powerful tool to identify the potential response pathway components (Prelich, 2012). In this study, constitutive overexpression of *NtCBL5A* greatly interferes with the normal salt stress response of tobacco and induces Na^+^-dependent salt supersensitivity with necrotic lesions on leaves. Analysis of this phenotype generated by *NtCBL5A* overexpression may provide insight into genes and relatively poorly explored pathways that are involved in the salt stress response of plants.

CBL-CIPK complexes act as important nodes in the plant signaling cascade, linking environmental stimuli with multiple biochemical and physiological responses. [Ca^2+^]_cyt_ triggered by salinity stress can be sensed by CBLs (Perochon et al., 2011). One CBL can interact with different CIPKs and each CIPK may phosphorylate diverse targets (Ma et al., 2020). Therefore, constitutive overexpression of a *CBL* gene may generate a cascade effect, overreacting to the [Ca^2+^]_cyt_ transients triggered by salinity stress and leading to unexpected phenotypes. To elucidate the mechanisms underlying the necrotic phenotype, the *NtCBL5A*-OE lines were evaluated at the physiological, biochemical, and molecular levels. We found that the necrotic phenotype was uniquely induced by high levels of Na^+^ rather than Cl^−^ and osmotic stress in the nutrient solution. Many genes related to cation homeostasis, plant immunity, and the photosynthetic machinery were affected at the transcriptional level in *NtCBL5A*-OE leaves under salt stress. The constitutive overexpression of *NtCBL5A* may make more potential pathway components in salt stress response detectable.

### Constitutive Overexpression of *NtCBL5A* May Interfere With the Network Responsible for Tobacco Tolerance

Under saline conditions, plants suffer from Na^+^ toxicity due to Na^+^ accumulation in the leaves (Munns and Tester, 2008). Generally, Na^+^ can accumulate to toxic concentrations earlier in old leaves than in younger growing leaves because the old leaves no longer expand and so no longer dilute the salt (Munns and Tester, 2008). In addition, basal zones of leaf blades accumulate more ions than tip zones because the dehydration process starts at the leaf tip (de Lacerda et al., 2003). Inconsistent with the normal pattern of Na^+^ accumulation in plants, however, the fifth leaf of *NtCBL5A*-OE tobacco developed the earliest and most severe necrotic lesions in this study (Figure 3C) and the occurrence of necrotic lesions started from leaf tip and leaf margin (Figure 4A). Ion content determination provides us with more information about the necrotic lesions. Although the severe necrotic lesions occurring on *NtCBL5A*-OE leaves were Na^+^-dependent, their total Na^+^ accumulation was only slightly higher than that of WT leaves. The difference in Na^+^ concentrations is statistically significant but not large. Specifically, during 4~9 DAT, the Na^+^ contents in the fifth leaves of WT, OE-2, and OE-15 are in the range of 39.18~51.64, 44.95~69.71, and 47.36~64.31μg/mg, respectively (Figure 7A). The 5th leaves of WT plants remained green with Na^+^ accumulating up to 51.64μg/mg, while *NtCBL5A*-OE lines exhibited obvious chlorotic spots or necrotic lesions with a similar level of Na^+^ accumulation in their leaves (Figures 4A, 7A). Taken the phenotypic analysis and Na^+^ determination together, it is possible that the distribution of Na^+^ over different tissues and cell organelles was affected by *NtCBL5A* overexpression. We did find the expression of several cation homeostasis-related genes, such as C*HX18*, *NCX1*, and vacuolar *CAX3* were regulated in salt-stressed *NtCBL5A*-OE leaves (Figure 9). To sum up, the compromised Na^+^-handling ability and Na^+^ homeostasis may contribute more to the formation of necrotic lesions on *NtCBL5A*-OE leaves.

Overexpression phenotypes often result from competition-based mechanisms (Prelich, 2012). The necrotic phenotype may result from the interference of ectopically expressed *NtCBL5A* with other components of the CBL-CIPK network that are important in the salt stress response of tobacco. CBL members with close phylogenetic relationships were shown to be able to interact with the same CIPK. Both AtCBL1 and AtCBL9 interact with AtCIPK23 to regulate K^+^ uptake under low-potassium conditions by activating K^+^ transporters (Li et al., 2006; Aleman et al., 2011; Ragel et al., 2015). In addition, AtCBL2 and AtCBL3 both interact with AtCIPK12 as crucial regulators of vacuole dynamics (Steinhorst et al., 2015), and work with AtCIPK3/9/23/26 at the tonoplast to sequester Mg^2+^ into vacuole to avoid high Mg^2+^ toxicity (Tang et al., 2015). Some CBL family members are supposedly able to compete for the same CIPK member, but they are “spatially isolated” because of different subcellular localization or tissue-specific expression. For example, both AtCBL4 and AtCBL10 interact with AtCIPK24 to regulate Na^+^ homeostasis under salt stress, but the AtCBL4-AtCIPK24 complex mainly works in roots for Na^+^ exclusion, the AtCBL10-AtCIPK24 complex mainly works in shoots for Na^+^ efflux or compartmentalization (Kim et al., 2007; Lin et al., 2009). This cooperation or competition of CBL family members suggests that ectopically expressed *NtCBL5A* might compete with other NtCBLs for the same NtCIPK and interfere with their functions, for instance with the NtCBL-NtCIPK complex that is regulating Na^+^ vacuolar compartmentalization and thus affect Na^+^ sequestration into the vacuole. As a result, Na^+^ might be less efficiently compartmentalized in vacuole, increasing the toxicity of Na^+^ in the cytoplasm. This would be in agreement with our hypothesis that the Na^+^ sensitivity of the *NtCBL5A*-OE lines under saline conditions might be partly caused by compromised distribution of Na^+^ within the leaves. This hypothesis can be verified by co-overexpression of *NtCBL5A* and its competing *NtCBL*, which may reverse the necrotic phenotype of *NtCBL5A*-OE leaves (Prelich, 2012).

### The Na^+^ Sensitivity of *NtCBL5A*-OE Leaves May Be Related to Defective Photosystems and ROS

Both transcriptome analyses and RT-qPCR results indicated that the expression of photosynthesis-related genes in *NtCBL5A*-OE leaves were significantly inhibited by salinity at 4 DAT (Figures 8H, 10), which is consistent with the dotted chlorosis phenotype at this time point (Figure 4A). 

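Between C-OE2 and S-OE2, all 12 photosynthesis-related genes with identifiers in the paper were lower under salt stress, and all 12 were DEGs. The median log2 fold change was -1.75, with -1.84 in Experiment 1 and -1.71 in Experiment 2. *Lhcb4* (Nitab4.5_0011597g0020) fell from 5730 ± 2856 CPM (SD, n = 2) in C-OE2 to 1535 ± 626 CPM (SD, n = 2) in S-OE2. *F-ATPase delta subunit* (Nitab4.5_0006745g0030) had a log2 fold change of -1.38 (standard error 0.22, adjusted p = 0.00477 from edgeR's quasi-likelihood test). In WT the 12 genes were also lower under salt in both experiments, with a median of -0.61. There, 0 genes were called over all genes and 10 were called when adjusted over the list alone. The study chose the 12 genes on the same samples, so these calls are not independent evidence.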

To understand whether photosynthesis dysfunction is related to the salt-induced necrotic phenotype of *NtCBL5A*-OE leaves, we examined the expression levels of photosynthesis-related genes at very early stages of salt treatment (1 and 2DAT) when there were no chlorotic spots or necrotic lesions in *NtCBL5A*-OE leaves. RT-qPCR results showed that their expression levels in *NtCBL5A*-OE leaves were lower than those in WT already at 1DAT (Supplementary Figures S6E–P), which suggests that the photosynthetic machinery of *NtCBL5A*-OE leaves may be affected shortly after the start of salt treatment.

It has been reported that some leaf lesion-mimic phenotypes are connected to defective photosystems (Zulfugarov et al., 2014; Bruggeman et al., 2015; Wang et al., 2015; Tang et al., 2020). Light energy input exceeds energy utilization when CO_2_ assimilation and NADP^+^ regeneration in the Calvin cycle are inhibited by salinity-induced stomatal limitation, leading to overreduction of the electron transport chain and the generation of ROS (Attia et al., 2009; Hajiboland, 2014). If the capacity of the ROS scavenging system is not sufficient, excessive ROS will accumulate and lead to damage. The ROS accumulation in *NtCBL5A*-OE leaves was higher than that in WT under salt stress already at 2 and 6DAT (Supplementary Figure S2; Figure 4D). Possibly, the light energy input in *NtCBL5A*-OE leaves exceeds energy utilization when the Calvin cycle is more inhibited than light reaction in the photosynthesis of *NtCBL5A*-OE leaves under salt stress, and the resulting ROS generation in *NtCBL5A*-OE leaves might beyond the ROS scavenging ability and lead to the necrotic lesions.

The question then remains that how overexpression of *NtCBL5A* in combination with high Na^+^ in the root environment triggers excess ROS production and affects the photosynthetic machinery. It is remarkable that the expression of photosynthetic machinery-related genes already changed at 1 DAT, ROS appeared to be already elevated at 2 DAT, and chlorotic symptoms developed quickly after the start of salt treatment. This might indicate that the salt supersensitivity is initiated already during the early salinity response of the plant. Although it is generally accepted that the first response to salt stress in plants is triggered by the osmotic stress component of salinity, recent studies indicated that plants also specifically sense the presence of high Na^+^ in the soil at the early stages of salt stress (Lamers et al., 2020; Van Zelm et al., 2020). This triggers Ca^2+^ waves in the roots that even reach the leaves (Choi et al., 2014). Additionally, ROS are rapidly activated (Miller et al., 2010). Members of the CBL-CIPK signaling network may play a role in the translation of the second messenger Ca^2+^ (Manishankar et al., 2018), and the AtCBL1/9-AtCIPK26 complex was shown to be able to interact with AtRbohF, which is a member of the ROS burst-regulating Rboh gene family (Drerup et al., 2013). It is therefore conceivable that ectopic and constitutive overexpression of *NtCBL5A* may interfere with the Ca^2+^ and ROS-mediated response of plants following early sensing of high Na^+^ levels in the root environment. Further exploration of the reason for necrotic lesions on *NtCBL5A*-OE leaves might help to gain insight into this early Na^+^ response of plants as part of the response to salinity, and the crosstalk between the salt stress response and photosynthesis.

### The Na^+^ Sensitivity of *NtCBL5A*-OE Leaves May Be Related to Plant Immune Response

Transcriptome analysis provided additional information on cause of the fast-developing necrotic symptoms of *NtCBL5A*-OE tobacco. The expression of cell death- and immune response-related genes was induced in *NtCBL5A*-OE leaves under salt stress. These included *NRP* and *HSR203J*, which are immunity-related cell death HR marker genes that are activated as part of the plant disease defense and execution of the cell death program (Ludwig and Tenhaken, 2001). In addition, many plant defense-related genes like *PR genes*, *ERF1*, *EDS1*, and *RIN4* were also specifically strongly upregulated in *NtCBL5A*-OE lines under saline conditions (Figures 9A–H; Supplementary Figures S6A–D), suggesting that PAMP- and effector-triggered responses are induced in *NtCBL5A*-OE leaves under salt stress. 

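In the leaf libraries, *NRP* (Nitab4.5_0000798g0120), from 536835 to 540170 of its scaffold, had 53.8 ± 5.10 CPM (SD, n = 2) in S-WT and 308 ± 91.9 CPM (SD, n = 2) in S-OE2. Its log2 fold change was 2.53 (standard error 0.29, adjusted p = 0.00448 from edgeR's quasi-likelihood test). *HSR203J* (Nitab4.5_0002719g0120), from 282273 to 283283 of its scaffold, had 13.6 ± 2.53 CPM (SD, n = 2) in S-WT and 69.6 ± 0.949 CPM (SD, n = 2) in S-OE2. Its log2 fold change was 2.37 (standard error 0.24, adjusted p = 0.00392 from edgeR's quasi-likelihood test). Between C-OE2 and S-OE2 the genes rose by 3.01 and 2.05 on the log2 scale. The interaction was 1.88 for *NRP* and 1.22 for *HSR203J*, and neither passed the threshold over all genes, with adjusted p = 0.157 and 0.251 in edgeR's quasi-likelihood test. With DESeq2 the interaction of *NRP* passed it. From the higher expression of these markers and of the *PR* genes in *NtCBL5A*-OE leaves under salt stress, the paper proposes that salinity activates an immunity-related response in the overexpressing lines.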

The CBL-CIPK network has been widely reported to be involved in HR-related plant immunity to pathogens, such as SlCBL10-SlCIPK6 (Gutiérrez-Beltrán et al., 2017), AtCIPK6 (Sardar et al., 2017), OsCIPK15 (Kurusu et al., 2010), CaCIPK1 (Ma et al., 2019), TaCBL4-TaCIPK5 (Liu et al., 2018), TaCIPK10 (Liu et al., 2019), and MeCBL1/9-MeCIPK23 (Yan et al., 2018). Moreover, Cassava MeCBL1/9-MeCIPK23 positively regulates plant’s defense against *Xanthomonas axonopodis* pv. *manihotis via* affecting the expression of defense-related genes including *PR1*, *PR2*, *PR5*, and *NPR1* (nonexpresser of PR genes 1; Yan et al., 2018). Crosstalk between the response to abiotic and biotic stress and the role of plant immune-related genes in this crosstalk has been shown by others (Nejat and Mantri, 2017; Saijo and Loo, 2020), and it is possible that some plant immune-related DEGs in *NtCBL5A*-OE leaves under salt stress might be involved in the combined salt stress and biotic stress response.

## Data Availability Statement

The original contributions presented in the study are publicly available. RNA-seq data can be found here: National Center for Biotechnology Information Gene Expression Omnibus (GEO) data repository under accession number GSE181164.

## Author Contributions

JM conceived the original research plans, performed the experiments, and analyzed the data. HL, QW, and CL co-supervised the experiments. LA generated *ProNtCBL5A::GUS* transgenic tobacco lines. JY and ZM provided technical assistance to JM. SS generated *NtCBL5A*-OE lines in T0 generation. JM conceived the project and wrote the article with contributions of all other authors. YS and GL helped with manuscript revision. RV, YB, HL, QW, and CL supervised and completed the manuscript writing. HL and QW agreed to serve as the authors responsible for contact and ensure communication. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Fundamental Research Funds for China Agricultural Academy of Sciences (1610232021002), the Agricultural Science and Technology Innovation Program (ASTIP-TRIC02 and ASTIP-TRIC03), China Scholarships Council (CSC No. 201803250083), International Foundation of Tobacco Research Institute of CAAS (IFT202102), and International Exchange Scholarship of the GSCAAS.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[ref1] AlemanF.Nieves-CordonesM.MartinezV.RubioF. (2011). Root K^+^ acquisition in plants: the *Arabidopsis thaliana* model. Plant Cell Physiol. 52, 1603–1612. doi: 10.1093/pcp/pcr096, PMID: 21771865

[ref2] AnL. L.MaoJ. J.CheH. Y.ShiS. J.DongL. H.XuD. Z.. (2020). Screening and identification of NsylCBL family members interacting with protein kinase NsylCIPK24a in *Nicotiana Sylvestris*. Mol. Plant Breed.11, 1–10. doi: 10.5376/pgt.2020.10.0005

[ref3] AttiaH.KarrayN.LachaâlM. (2009). Light interacts with salt stress in regulating superoxide dismutase gene expression in *Arabidopsis*. Plant Sci. 177, 161–167. doi: 10.1016/j.plantsci.2009.05.002

[ref4] BartelsD.SunkarR. (2005). Drought and salt tolerance in plants. CRC Crit. Rev. Plant Sci. 24, 23–58. doi: 10.1080/07352680590910410

[ref5] BruggemanQ.RaynaudC.BenhamedM.DelarueM. (2015). To die or not to die? Lessons from lesion mimic mutants. Front. Plant Sci. 6:24. doi: 10.3389/fpls.2015.00024, PMID: 25688254PMC4311611

[ref6] ChakrabortyK.SairamR. K.BhattacharyaR. C. (2012). Differential expression of salt overly sensitive pathway genes determines salinity stress tolerance in *Brassica* genotypes. Plant Physiol. Biochem. 51, 90–101. doi: 10.1016/j.plaphy.2011.10.001, PMID: 22153244

[ref7] ChenL.RenF.ZhouL.WangQ. Q.ZhongH.LiX. B. (2012). The *Brassica napus* Calcineurin B-like 1/CBL-interacting protein kinase 6 (CBL1/CIPK6) component is involved in the plant response to abiotic stress and ABA signalling. J. Exp. Bot. 63, 6211–6222. doi: 10.1093/jxb/ers273, PMID: 23105131PMC3481211

[ref8] CheongY. H. (2003). CBL1, a calcium sensor that differentially regulates salt, drought, and cold responses in *Arabidopsis*. Plant Cell 15, 1833–1845. doi: 10.1105/tpc.012393, PMID: 12897256PMC167173

[ref9] CheongY. H.SungS. J.KimB. G.PandeyG. K.ChoJ. S.KimK. N.. (2010). Constitutive overexpression of the calcium sensor CBL5 confers osmotic or drought stress tolerance in *Arabidopsis*. Mol. Cell29, 159–165. doi: 10.1007/s10059-010-0025-z, PMID: 20077023

[ref10] ChoJ. H.ChoiM. N.YoonK. H.KimK. N. (2018). Ectopic expression of *SjCBL1*, calcineurin B-like 1 gene from *Sedirea japonica*, rescues the salt and osmotic stress hypersensitivity in *Arabidopsis cbl1* mutant. Front. Plant Sci. 9:1188. doi: 10.3389/fpls.2018.01188, PMID: 30210512PMC6123687

[ref11] ChoiW. G.ToyotaM.KimS. H.HillearyR.GilroyS. (2014). Salt stress-induced Ca^2+^ waves are associated with rapid, long-distance root-to-shoot signaling in plants. Proc. Nati. Acad. Sci. U. S. A. 111, 6497–6502. doi: 10.1073/pnas.1319955111, PMID: 24706854PMC4035928

[ref12] de LacerdaC. F.CambraiaJ.OlivaM. A.RuizH. A.PriscoJ. T. N. (2003). Solute accumulation and distribution during shoot and leaf development in two sorghum genotypes under salt stress. Environ. Exp. Bot. 49, 107–120. doi: 10.1016/S0098-8472(02)00064-3

[ref13] DongL. H.WangQ.ManikS. M. N.SongY. F.ShiS. J.SuY. L.. (2015). *Nicotiana sylvestris* calcineurin B-like protein NsylCBL10 enhances salt tolerance in transgenic *Arabidopsis*. Plant Cell Rep.34, 2053–2063. doi: 10.1007/s00299-015-1851-4, PMID: 26318216

[ref14] DrerupM. M.SchluckingK.HashimotoK.ManishankarP.SteinhorstL.KuchitsuK.. (2013). The calcineurin B-like calcium sensors CBL1 and CBL9 together with their interacting protein kinase CIPK26 regulate the *Arabidopsis* NADPH oxidase RBOHF. Mol. Plant6, 559–569. doi: 10.1093/mp/sst009, PMID: 23335733

[ref15] EgeaI.PinedaB.Ortiz-AtienzaA.PlasenciaF. A.DrevensekS.Garcia-SogoB.. (2018). The SlCBL10 calcineurin B-like protein ensures plant growth under salt stress by regulating Na^+^ and Ca^2+^ homeostasis. Plant Physiol.176, 1676–1693. doi: 10.1104/pp.17.01605, PMID: 29229696PMC5813568

[ref16] GongZ. Z.XiongL. M.ShiH. Z.YangS. H.Herrera-EstrellaL. R.XuG. H.. (2020). Plant abiotic stress response and nutrient use efficiency. Sci. China Life Sci.63, 635–674. doi: 10.1007/s11427-020-1683-x, PMID: 32246404

[ref17] Gutiérrez-BeltránE.PersonatJ. M.de la TorreF.Del PozoO. (2017). A universal stress protein involved in oxidative stress is a phosphorylation target for protein kinase CIPK6. Plant Physiol. 173, 836–852. doi: 10.1104/pp.16.00949, PMID: 27899535PMC5210712

[ref18] HajibolandR. (2014). “Reactive oxygen species and photosynthesis,” in Oxidative Damage to Plants. ed. AhmadP. (USA: Elsevier), 1–63.

[ref19] HorschR. B.FryJ. E.HoffmannN. L.EichholtzD.RogersS. G.FraleyR. T. (1985). A simple and general method for transferring genes into plants. Science 227, 1229–1231.1775786610.1126/science.227.4691.1229

[ref20] HuD. G.LiM.LuoH.DongQ. L.YaoY. X.YouC. X.. (2012). Molecular cloning and functional characterization of *MdSOS2* reveals its involvement in salt tolerance in apple callus and *Arabidopsis*. Plant Cell Rep.31, 713–722. doi: 10.1007/s00299-011-1189-5, PMID: 22108717

[ref21] IsmailA. M.HorieT. (2017). Genomics, physiology, and molecular breeding approaches for improving salt tolerance. Annu. Rev. Plant Biol. 68, 405–434. doi: 10.1146/annurev-arplant-042916-040936, PMID: 28226230

[ref502] KanehisaM.FurumichiM.SatoY.Ishiguro-WatanabeM.TanabeM. (2020). KEGG: integrating viruses and cellular organisms. Nucleic Acids Res. 49, D545–D551. PMID: 3312508110.1093/nar/gkaa970PMC7779016

[ref22] KimB.-G.WaadtR.CheongY. H.PandeyG. K.Dominguez-SolisJ. R.SchültkeS.. (2007). The calcium sensor CBL10 mediates salt tolerance by regulating ion homeostasis in *Arabidopsis*. Plant J.52, 473–484. doi: 10.1111/j.1365-313X.2007.03249.x, PMID: 17825054

[ref23] KissoudisC. (2016). Genetics and regulation of combined abiotic and biotic stress tolerance in tomato. PhD thesis. Wageningen University.

[ref24] KnightH.KnightM. R. (2001). Abiotic stress signalling pathways: specificity and cross-talk. Trends Plant Sci. 6, 262–267. doi: 10.1016/S1360-1385(01)01946-X, PMID: 11378468

[ref25] KurusuT.HamadaJ.NokajimaH.KitagawaY.KiyodukaM.TakahashiA.. (2010). Regulation of microbe-associated molecular pattern-induced hypersensitive cell death, phytoalexin production, and defense gene expression by calcineurin B-like protein-interacting protein kinases, OsCIPK14/15, in rice cultured cells. Plant Physiol.153, 678–692. doi: 10.1104/pp.109.151852, PMID: 20357140PMC2879771

[ref26] LamersJ.van der MeerT.TesterinkC. (2020). How plants sense and respond to stressful environments. Plant Physiol. 182, 1624–1635. doi: 10.1104/pp.19.01464, PMID: 32132112PMC7140927

[ref27] LapinD.BhandariD. D.ParkerJ. E. (2020). Origins and immunity networking functions of EDS1 family proteins. Annu. Rev. Phytopathol. 58, 253–276. doi: 10.1146/annurev-phyto-010820-012840, PMID: 32396762

[ref28] LetunicI.BorkP. (2018). 20 years of the SMART protein domain annotation resource. Nucleic Acids Res. 46, D493–D496. doi: 10.1093/nar/gkx922, PMID: 29040681PMC5753352

[ref29] LiL.KimB.-G.CheongY. H.PandeyG. K.LuanS. (2006). A Ca^2+^ signaling pathway regulates a K^+^ channel for low-K response in *Arabidopsis*. Proc. Nati. Acad. Sci. U. S. A. 103, 12625–12630. doi: 10.1073/pnas.0605129103, PMID: 16895985PMC1567929

[ref30] LiD. D.XiaX. L.YinW. L.ZhangH. C. (2012a). Two poplar calcineurin B-like proteins confer enhanced tolerance to abiotic stresses in transgenic *Arabidopsis thaliana*. Biol. Plant. 57, 70–78. doi: 10.1007/s10535-012-0251-7

[ref31] LiZ. Y.XuZ. S.HeG. Y.YangG. X.ChenM.LiL. C.. (2012b). Overexpression of soybean *GmCBL1* enhances abiotic stress tolerance and promotes hypocotyl elongation in *Arabidopsis*. Biochem. Biophys. Res. Commun.427, 731–736. doi: 10.1016/j.bbrc.2012.09.128, PMID: 23044418

[ref32] LinH. X.YangY. Q.QuanR. D.MendozaI.WuY. S.DuW. M.. (2009). Phosphorylation of SOS3-LIKE CALCIUM BINDING PROTEIN8 by SOS2 protein kinase stabilizes their protein complex and regulates salt tolerance in *Arabidopsis*. Plant Cell21, 1607–1619. doi: 10.1105/tpc.109.066217, PMID: 19448033PMC2700523

[ref503] LingQ. H.HuangW. H.JarvisP. (2011). Use of a SPAD-502 meter to measure leaf chlorophyll concentration in Arabidopsis thaliana. Photosyn Res. 107, 209–214. PMID: 2118852710.1007/s11120-010-9606-0

[ref33] LiuP.DuanY. H.LiuC.XueQ. H.GuoJ.QiT.. (2018). The calcium sensor TaCBL4 and its interacting protein TaCIPK5 are required for wheat resistance to stripe rust fungus. J. Exp. Bot.69, 4443–4457. doi: 10.1093/jxb/ery227, PMID: 29931351

[ref34] LiuP.GuoJ.ZhangR. M.ZhaoJ. X.LiuC.QiT.. (2019). TaCIPK10 interacts with and phosphorylates TaNH2 to activate wheat defense responses to stripe rust. Plant Biotechnol. J.17, 956–968. doi: 10.1111/pbi.13031, PMID: 30451367PMC6587807

[ref501] LivakK. J.SchmittgenT. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2-ΔΔCT method. Methods. 25, 402–408.1184660910.1006/meth.2001.1262

[ref35] LorenzoO.PiquerasR.Sanchez-SerranoJ. J.SolanoR. (2003). ETHYLENE RESPONSE FACTOR1 integrates signals from ethylene and jasmonate pathways in plant defense. Plant Cell 15, 165–178. doi: 10.1105/tpc.007468, PMID: 12509529PMC143489

[ref36] LuanS. (2009). The CBL-CIPK network in plant calcium signaling. Trends Plant Sci. 14, 37–42. doi: 10.1016/j.tplants.2008.10.005, PMID: 19054707

[ref37] LudwigA. A.TenhakenR. (2001). A new cell wall located N-rich protein is strongly induced during the hypersensitive response in *Glycine max* L. Eur. J. Plant Pathol. 107, 323–336. doi: 10.1023/A:1011202225323

[ref38] LvF. L.ZhangH. C.XiaX. L.YinW. L. (2014). Expression profiling and functional characterization of a CBL-interacting protein kinase gene from *Populus euphratica*. Plant Cell Rep. 33, 807–818. doi: 10.1007/s00299-013-1557-4, PMID: 24413762

[ref39] MaX.GaiW. X.QiaoY. M.AliM.WeiA. M.LuoD. X.. (2019). Identification of CBL and CIPK gene families and functional characterization of CaCIPK1 under *Phytophthora capsici* in pepper (*Capsicum annuum* L.). BMC Genomics20:775. doi: 10.1186/s12864-019-6125-z, PMID: 31653202PMC6814991

[ref40] MaX.LiQ. H.YuY. N.QiaoY. M.HaqS. U.GongZ. H. (2020). The CBL-CIPK pathway in plant response to stress signals. Int. J. Mol. Sci. 21:5668. doi: 10.3390/ijms21165668, PMID: 32784662PMC7461506

[ref41] ManishankarP.WangN.KosterP.AlatarA. A.KudlaJ. (2018). Calcium signaling during salt stress and in the regulation of ion homeostasis. J. Exp. Bot. 69, 4215–4226. doi: 10.1093/jxb/ery201, PMID: 29800460

[ref42] Martinez-AtienzaJ.JiangX.GarciadeblasB.MendozaI.ZhuJ. K.PardoJ. M.. (2007). Conservation of the salt overly sensitive pathway in rice. Plant Physiol.143, 1001–1012. doi: 10.1104/pp.106.092635, PMID: 17142477PMC1803719

[ref43] MartinoiaE.MaeshimaM.NeuhausH. E. (2007). Vacuolar transporters and their essential role in plant metabolism. J. Exp. Bot. 58, 83–102. doi: 10.1093/jxb/erl183, PMID: 17110589

[ref44] MillerG.SuzukiN.Ciftci-YilmazS.MittlerR. (2010). Reactive oxygen species homeostasis and signalling during drought and salinity stresses. Plant Cell Environ. 33, 453–467. doi: 10.1111/j.1365-3040.2009.02041.x, PMID: 19712065

[ref45] MunnsR. (2005). Genes and salt tolerance: bringing them together. New Phytol. 167, 645–663. doi: 10.1111/j.1469-8137.2005.01487.x, PMID: 16101905

[ref46] MunnsR.TesterM. (2008). Mechanisms of salinity tolerance. Annu. Rev. Plant Biol. 59, 651–681. doi: 10.1146/annurev.arplant.59.032607.092911, PMID: 18444910

[ref47] NejatN.MantriN. (2017). Plant immune system: grosstalk between responses to biotic and abiotic stresses the missing link in understanding plant defence. Curr. Issues Mol. Biol. 23, 1–16. doi: 10.21775/cimb.023.001, PMID: 28154243

[ref48] PerochonA.AldonD.GalaudJ. P.RantyB. (2011). Calmodulin and calmodulin-like proteins in plant calcium signaling. Biochimie 93, 2048–2053. doi: 10.1016/j.biochi.2011.07.012, PMID: 21798306

[ref49] PerteaM.PerteaG. M.AntonescuC. M.ChangT. C.MendellJ. T.SalzbergS. L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol. 33, 290–295. doi: 10.1038/nbt.3122, PMID: 25690850PMC4643835

[ref50] PontlerD.GodiardL.MarcoY.RobyD. (1994). *hsr203J*, a tobacco gene whose activation is rapid, highly localized and specific for incompatible plant/pathogen interactions. Plant J. 5, 507–521. doi: 10.1046/j.1365-313X.1994.5040507.x8012404

[ref51] PrelichG. (2012). Gene overexpression: uses, mechanisms, and interpretation. Genetics 190, 841–854. doi: 10.1534/genetics.111.136911, PMID: 22419077PMC3296252

[ref52] QiuQ. S.GuoY.DietrichM. A.SchumakerK. S.ZhuJ. K. (2002). Regulation of SOS1, a plasma membrane Na^+^/H^+^ exchanger in *Arabidopsis thaliana*, by SOS2 and SOS3. Proc. Nati. Acad. Sci. U. S. A. 99, 8436–8441. doi: 10.1073/pnas.122224699PMC12308512034882

[ref53] QiuQ. S.GuoY.QuinteroF. J.PardoJ. M.SchumakerK. S.ZhuJ. K. (2004). Regulation of vacuolar Na^+^/H^+^ exchange in *Arabidopsis thaliana* by the salt-overly-sensitive (SOS) pathway. J. Biol. Chem. 279, 207–215. doi: 10.1074/jbc.M307982200, PMID: 14570921

[ref54] QuanR.LinH.MendozaI.ZhangY.CaoW.YangY.. (2007). SCABP8/CBL10, a putative calcium sensor, interacts with the protein kinase SOS2 to protect Arabidopsis shoots from salt stress. Plant Cell19, 1415–1431. doi: 10.1105/tpc.106.042291, PMID: 17449811PMC1913747

[ref55] RagelP.RódenasR.García-MartínE.AndrésZ.VillaltaI.Nieves-CordonesM.. (2015). CIPK23 regulates HAK5-mediated high-affinity K^+^ uptake in *Arabidopsis* roots. Plant Physiol.169, 2863–2873. doi: 10.1104/pp.15.01401, PMID: 26474642PMC4677917

[ref56] RayS. K.MacoyD. M.KimW. Y.LeeS. Y.KimM. G. (2019). Role of RIN4 in regulating PAMP-triggered immunity and effector-triggered immunity: current status and future perspectives. Mol. Cell 42, 503–511. doi: 10.14348/molcells.2019.2433, PMID: 31362467PMC6681865

[ref57] SaijoY.LooE. P. (2020). Plant immunity in signal integration between biotic and abiotic stress responses. New Phytol. 225, 87–104. doi: 10.1111/nph.15989, PMID: 31209880

[ref58] Sánchez-BarrenaM. J.Martínez-RipollM.AlbertA. (2013). Structural biology of a major signaling network that regulates plant abiotic stress: the CBL-CIPK mediated pathway. Int. J. Mol. Sci. 14, 5734–5749. doi: 10.3390/ijms14035734, PMID: 23481636PMC3634423

[ref59] SardarA.NandiA. K.ChattopadhyayD. (2017). CBL-interacting protein kinase 6 negatively regulates immune response to *Pseudomonas syringae* in *Arabidopsis*. J. Exp. Bot. 68, 3573–3584. doi: 10.1093/jxb/erx170, PMID: 28541442PMC5853215

[ref60] SatirO.BerberogluS. (2016). Crop yield prediction under soil salinity using satellite derived vegetation indices. Field Crop Res. 192, 134–143. doi: 10.1016/j.fcr.2016.04.028

[ref504] SchmidtG. W.DelaneyS. K. (2010). Stable internal reference genes for normalization of real-time RT-PCR in tobacco (Nicotiana tabacum) during development and abiotic stress. Mol. Genet. Genomics. 283, 233–241.2009899810.1007/s00438-010-0511-1

[ref61] ShiS. J.AnL. L.MaoJ. J.AlukoO. O.UllahZ.XuF. Z.. (2021). The CBL-interacting protein kinase NtCIPK23 positively regulates seed germination and early seedling development in tobacco (*Nicotiana tabacum* L.). Plants10:323. doi: 10.3390/plants10020323, PMID: 33567573PMC7915007

[ref62] ShiH. Z.QuinteroF. J.PardoJ. M.ZhuJ. K. (2002). The putative plasma membrane Na^+^/H^+^ antiporter SOS1 controls long-distance Na^+^ transport in plants. Plant Cell 14, 465–477. doi: 10.1105/tpc.010371, PMID: 11884687PMC152925

[ref63] SinhaM.SinghR. P.KushwahaG. S.IqbalN.SinghA.KaushikS.. (2014). Current overview of allergens of plant pathogenesis related protein families. Sci. World J.2014:543195. doi: 10.1155/2014/543195, PMID: 24696647PMC3947804

[ref64] SneddenW. A.FrommH. (1998). Calmodulin, calmodulin-related proteins and plant responses to the environment. Trends Plant Sci. 3, 299–304. doi: 10.1016/S1360-1385(98)01284-9

[ref65] SneddenW. A.FrommH. (2001). Calmodulin as a versatile calcium signal transducer in plants. New Phytol. 151, 35–66. doi: 10.1046/j.1469-8137.2001.00154.x, PMID: 33873389

[ref66] SteinhorstL.MähsA.IschebeckT.ZhangC.ZhangX.ArendtS.. (2015). Vacuolar CBL-CIPK12 Ca^2+^-sensor-kinase complexes are required for polarized pollen tube growth. Curr. Biol.25, 1475–1482. doi: 10.1016/j.cub.2015.03.053, PMID: 25936548

[ref67] SunH.SunX.WangH.MaX. (2020). Advances in salt tolerance molecular mechanism in tobacco plants. Hereditas 157:5. doi: 10.1186/s41065-020-00118-0, PMID: 32093781PMC7041081

[ref68] TangY.GaoC. C.GaoY.YangY.ShiB.YuJ. L.. (2020). OsNSUN2-mediated 5-methylcytosine mRNA modification enhances rice adaptation to high temperature. Dev. Cell53, 272–286. doi: 10.1016/j.devcel.2020.03.009, PMID: 32275888

[ref69] TangR. J.LiuH.BaoY.LvQ. D.YangL.ZhangH. X. (2010). The woody plant poplar has a functionally conserved salt overly sensitive pathway in response to salinity stress. Plant Mol. Biol. 74, 367–380. doi: 10.1007/s11103-010-9680-x, PMID: 20803312

[ref70] TangR. J.YangY.YangL.LiuH.WangC. T.YuM. M.. (2014). Poplar calcineurin B-like proteins PtCBL10A and PtCBL10B regulate shoot salt tolerance through interaction with PtSOS2 in the vacuolar membrane. Plant Cell Environ.37, 573–588. doi: 10.1111/pce.12178, PMID: 23941462

[ref71] TangR.-J.ZhaoF.-G.GarciaV. J.KleistT. J.YangL.ZhangH.-X.. (2015). Tonoplast CBL-CIPK calcium signaling network regulates magnesium homeostasis in *Arabidopsis*. Proc. Nati. Acad. Sci. U. S. A.112, 3134–3139. doi: 10.1073/pnas.1420944112, PMID: 25646412PMC4364200

[ref72] TranB. Q.JungS. (2020). Modulation of chloroplast components and defense responses during programmed cell death in tobacco infected with *Pseudomonas syringae*. Biochem. Biophys. Res. Commun. 528, 753–759. doi: 10.1016/j.bbrc.2020.05.086, PMID: 32527587

[ref73] TrewavasA. J.MalhόR. (1998). Ca^2+^ signalling in plant cells: the big network! Curr. Opin. Plant Biol. 1, 428–433. doi: 10.1016/S1369-5266(98)80268-9, PMID: 10066614

[ref74] Van ZelmE.ZhangY. X.TesterinkC. (2020). Salt tolerance mechanisms of plants. Annu. Rev. Plant Biol. 71, 403–433. doi: 10.1146/annurev-arplant-050718-100005, PMID: 32167791

[ref75] WangJ.YeB. Q.YinJ. J.YuanC.ZhouX. G.LiW. T.. (2015). Characterization and fine mapping of a light-dependent *leaf lesion mimic mutant 1* in rice. Plant Physiol. Biochem.97, 44–51. doi: 10.1016/j.plaphy.2015.09.001, PMID: 26410574

[ref76] WangC. T.YinX. L.KongX. X.LiW. S.MaL.SunX. D.. (2013). A series of TA-based and zero-background vectors for plant functional genomics. PLoS One8:e59576. doi: 10.1371/journal.pone.0085650, PMID: 23555713PMC3612078

[ref77] WaterhouseA.BertoniM.BienertS.StuderG.TaurielloG.GumiennyR.. (2018). SWISS-MODEL: homology modelling of protein structures and complexes. Nucleic Acids Res.46, W296–W303. doi: 10.1093/nar/gky427, PMID: 29788355PMC6030848

[ref78] YanY.HeX. Y.HuW.LiuG. Y.WangP.HeC. Z.. (2018). Functional analysis of MeCIPK23 and MeCBL1/9 in cassava defense response against *Xanthomonas axonopodis* pv. *Manihotis*. Plant Cell Rep.37, 887–900. doi: 10.1007/s00299-018-2276-7, PMID: 29523964

[ref79] YinX. C.XiaY. Q.XieQ.CaoY. X.WangZ. Y.HaoG. P.. (2019). CBL10-CIPK8-SOS1, A novel SOS pathway, functions in Arabidopsis to regulate salt tolerance. J. Exp. Bot.71, 1–14. doi: 10.1093/jxb/erz549PMC724207831858132

[ref80] YukawaM.TsudzukiT.SugiuraM. (2006). The chloroplast genome of *Nicotiana sylvestris* and *Nicotiana tomentosiformis*: complete sequencing confirms that the *Nicotiana sylvestris* progenitor is the maternal genome donor of *Nicotiana tabacum*. Mol. Gen. Genomics. 275, 367–373. doi: 10.1007/s00438-005-0092-6, PMID: 16435119

[ref81] ZamanM.HengS. A. S. L. (2018). Guideline for Salinity Assessment, Mitigation and Adaptation Using Nuclear and Related Techniques. Switzerland: Springer Nature.

[ref82] ZhangH. C.LvF. L.HanX.XiaX. L.YinW. L. (2013). The calcium sensor PeCBL1, interacting with PeCIPK24/25 and PeCIPK26, regulates Na^+^/K^+^ homeostasis in *Populus euphratica*. Plant Cell Rep. 32, 611–621. doi: 10.1007/s00299-013-1394-5, PMID: 23423605

[ref83] ZhaoJ.BarklaB. J.MarshallJ.PittmanJ. K.HirschiK. D. (2007). The *Arabidopsis cax3* mutants display altered salt tolerance, pH sensitivity and reduced plasma membrane H^+^-ATPase activity. Planta 227, 659–669. doi: 10.1007/s00425-007-0648-2, PMID: 17968588

[ref84] ZulfugarovI. S.TovuuA.EuY.-J.DogsomB.PoudyalR. S.NathK.. (2014). Production of superoxide from photosystem II in a rice (*Oryza sativa* L.) mutant lacking PsbS. BMC Plant Biol.14:242. doi: 10.1186/s12870-014-0242-2, PMID: 25342550PMC4219129

# Supplementary material for: Overexpression of NtCBL5A Leads to Necrotic Lesions by Enhancing Na+ Sensitivity of Tobacco Leaves Under Salt Stress
**Source:** Front Plant Sci. 2021 Sep 17;12:740976. doi: 10.3389/fpls.2021.740976
**Supplement:** Supplementary file 1

**TABLE S1 | Primers used for gene expression analysis and plasmid construction**

| Primer name                 | Sequence (5' to 3')                                | Description                                                                                                                                                                                        |
|-----------------------------|----------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| NtCBL5A-1F                  | ATGGGCTGTGCTTTAAGAAAGCAAGA                         | Used for the clone of <i>NtCBL5A</i> CDS                                                                                                                                                           |
| NtCBL5A-1R                  | TCAGAAATCCTTGTAATCTCATC                            |                                                                                                                                                                                                    |
| NtCBL5A-3F- <i>Sac</i> I    | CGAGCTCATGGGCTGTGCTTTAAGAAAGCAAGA                  | Used for the construction of plasmid pCHF3- <i>NtCBL5A</i>                                                                                                                                         |
| NtCBL5A-3R- <i>Kpn</i> I    | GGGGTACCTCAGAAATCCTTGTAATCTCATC                    |                                                                                                                                                                                                    |
| NtCBL5Apro-1F- <i>Sal</i> I | ACGCGTCGACGTTAGATTTGTCCCTCCGTG                     | Used for the construction of plasmid pBI101- <i>NtCBL5Apro::GUS</i>                                                                                                                                |
| NtCBL5Apro-1R- <i>Sma</i> I | TCCC <u>CCGGG</u> TTTATAGTAATATTTTTGTGTTGTTA<br>TG |                                                                                                                                                                                                    |
| pCHF3-R                     | ATTCTGGTGTGTGCGCAATG                               | For the indentification of <i>NtCBL5A</i> -OE transgenic tobacco.                                                                                                                                  |
| pBI101-F                    | CCGATTCATTAATGCAGCTG                               | For the indentification of <i>NtCBL5Apro::GUS</i> transgenic tobacco.                                                                                                                              |
| NtCBL5A-UTR-31F             | TTTGCTAATAAACCCATCTTTG                             | For the identification of endogenous <i>NtCBL5A</i> , <i>NtCBL5A</i> -UTR-31F was designed based on the 5'-UTR sequence of <i>NtCBL5A</i>                                                          |
| NtCBL5A-81R                 | TCCAAAGAAAAATGTGTCTGAG                             |                                                                                                                                                                                                    |
| NtCBL5A-564F                | CTCAAGGATATCACAGCTGCATT                            | For the identification of exogenous <i>NtCBL5A</i> , pCHF3-Allcheck-1 was designed based on the sequence of 3'-UTR of exogenous <i>NtCBL5A</i> , referring to pCHF3-Allcheck-2 (Shi et al., 2021). |
| pCHF3-Allcheck-1            | TGCAGGTCGACTCTAGAGGAT                              |                                                                                                                                                                                                    |
| NRP-qF                      | ACTATGTTTCCAAAAGGCCTGA                             | RT-qPCR primers for <i>NRP</i><br>(Nitab4.5_0000798g0120)                                                                                                                                          |
| NRP-qR                      | CCATTTAAGCCAAAATCAAGAACC                           |                                                                                                                                                                                                    |
| HSR203J-qF                  | CTTGCGATGCCGGTTTTTCC                               | RT-qPCR primers for <i>HSR203J</i><br>(Nitab4.5_0002719g0120)                                                                                                                                      |
| HSR203J-qR                  | GGCGAGTCGCATTGGAGATA                               |                                                                                                                                                                                                    |
| PR1a-qF                     | GTAATATCCCACTCTTGCCGTG                             | RT-qPCR primers for <i>PR1a</i><br>(Nitab4.5_0003771g0010)                                                                                                                                         |
| PR1a-qR                     | CCTCAGCTAGTTTTTCGCCG                               |                                                                                                                                                                                                    |
| PR1b-qF                     | ACCATTAACCTGGGACAACGG                              | RT-qPCR primers for <i>PR1b</i><br>(Nitab4.5_0005400g0020)                                                                                                                                         |
| PR1b-qR                     | TACGCCAAACCACTGAGTA                                |                                                                                                                                                                                                    |
| PR1c-qF                     | ATCCCACTCTTGTCATGCTC                               | RT-qPCR primers for <i>PR1c</i><br>(Nitab4.5_0004861g0040)                                                                                                                                         |
| PR1c-qR                     | GAAATCGCCACTTCCCAAG                                |                                                                                                                                                                                                    |
| PR-Q-qF                     | GTGGATCCCTGAGTGCAGAA                               | RT-qPCR primers for <i>PR-Q</i><br>(Nitab4.5_0003207g0080)                                                                                                                                         |
| PR-Q-qR                     | CGTGGGAAGATGGCTTGTTG                               |                                                                                                                                                                                                    |
| PR-R minor-qF               | AACTAATGGCGGTTGCCGTA                               | RT-qPCR primers for <i>PR-R minor</i><br>(Nitab4.5_0004097g0050)                                                                                                                                   |
| PR-R minor-qR               | CCACATGATCCAGGCCATT                                |                                                                                                                                                                                                    |
| PR-R major-qF               | GTGAACCCAGGAACAGTCCA                               | RT-qPCR primers for <i>PR-R major</i><br>(Nitab4.5_0000360g0100)                                                                                                                                   |
| PR-R major-qR               | ACGACATCCTCCATTGGTCG                               |                                                                                                                                                                                                    |
| EDS1-qF                     | AGGCCGAAGCGTTATAGGTT                               | RT-qPCR primers for <i>EDS1</i><br>(Nitab4.5_0002101g0050)                                                                                                                                         |
| EDS1-qR                     | GGGACCAATCCCATGCCTTT                               |                                                                                                                                                                                                    |
| RIN4-qF                     | GGGATGAACCAATGGGGCTA                               | RT-qPCR primers for <i>RIN4</i><br>(Nitab4.5_0003020g0010)                                                                                                                                         |
| RIN4-qR                     | TTCCCTTCCAAAACAGGCGA                               |                                                                                                                                                                                                    |
| ERF1-qF                     | GCTTCCTCAAGTACTCCACACA                             | RT-qPCR primers for <i>ERF1</i><br>(Nitab4.5_0010541g0010), ERF1-qF was designed from 5'-UTR                                                                                                       |
| ERF1-qR                     | TGTAACGGTGATTGATCTTGGA                             |                                                                                                                                                                                                    |
| CAT1-qF                     | TGTTCAAGTACTGTGGTCATCTTCT                          | RT-qPCR primers for <i>CAT1</i>                                                                                                                                                                    |

|                           |                           |                                                                               |  |  |
|---------------------------|---------------------------|-------------------------------------------------------------------------------|--|--|
| CAT1-qR                   | AACGGAAGACAGAGTAGCAGC     | (Nitab4.5_0009821g0010), CAT1-qF and CAT1-qR were designed from 3'-UTR        |  |  |
| CHX18-qF                  | CAGCACCCCTGAAATGTCCA      | RT-qPCR primers for <i>NHX18</i>                                              |  |  |
| CHX18-qR                  | ACAACACGTGGCTGTCTCAA      | (Nitab4.5_0006998g0030)                                                       |  |  |
| NCX1-qF                   | CCGAGAAGAGAAGTGCTTGA      | RT-qPCR primers for <i>NCX1</i>                                               |  |  |
| NCX1-qR                   | TCTTGGCAAGTCAAGTGGA       | (Nitab4.5_0005404g0030)                                                       |  |  |
| CAX3-qF                   | TGTCTGTGGAACCAGTACTTAACA  | RT-qPCR primers for <i>CAX3</i>                                               |  |  |
| CAX3-qR                   | ATAACCGCCTCATCTTCCGC      | (Nitab4.5_0000102g0080)                                                       |  |  |
| CNGC1-qF                  | TCCTGATAATCTGAGAGCACGA    | RT-qPCR primers for <i>CNGC1</i>                                              |  |  |
| CNGC1-qR                  | AGTCGACCACACATTGCATCT     | (Nitab4.5_0000258g0120)                                                       |  |  |
| PsaH-qF                   | CCATTGCCGAACAAAACCTCA     | RT-qPCR primers for <i>PsaH</i>                                               |  |  |
| PsaH-qR                   | GAACCTGCTCTGAAGGGGGT      | (Nitab4.5_0000351g0060)                                                       |  |  |
| PsaE-qF                   | AGCAGAGACAAAGACATGGCAA    | RT-qPCR primers for <i>PsaE</i>                                               |  |  |
| PsaE-qR                   | AACGAGCCTCGGGAAGTTG       | (Nitab4.5_0000385g0230), PsaE-qF was designed from 5'-UTR                     |  |  |
| PsaD-qF                   | TGGCAACTCAAGCTTCTCTCTT    | RT-qPCR primers for <i>PsaD</i>                                               |  |  |
| PsaD-qR                   | CTTCTTTTGTGGCGGCTTCTT     | (Nitab4.5_0014875g0010)                                                       |  |  |
| PsbQ-qF                   | TCCCCACCCCTACTTCTATCA     | RT-qPCR primers for <i>PsbQ</i>                                               |  |  |
| PsbQ-qR                   | TAACAGTGCTCAAACGGGCT      | (Nitab4.5_0002345g0070), PsbQ-qF was designed from 5'-UTR                     |  |  |
| PsbX-qF                   | TGCCAATAAGGCCATCAAAACAAA  | RT-qPCR primers for <i>PsbX</i>                                               |  |  |
| PsbX-qR                   | CAGCAGCTTGTGCTACATCAG     | (Nitab4.5_0000073g0060)                                                       |  |  |
| OEE1-qF                   | GGAGCTCCAGAAGGAGAACG      | RT-qPCR primers for <i>OEE1</i>                                               |  |  |
| OEE1-qR                   | ACCCCAAGGTCTTAAAAATCTCTCT | (Nitab4.5_0000108g0110), OEE1-qR was designed from 3'-UTR                     |  |  |
| Lhca3-qF                  | TGATCATTTGGCTGATCCCGT     | RT-qPCR primers for <i>Lhca3</i>                                              |  |  |
| Lhca3-qR                  | CCCCTTTTATGATTACAGATGACA  | (Nitab4.5_0000923g0200), Lhca3-qR was designed from 3'-UTR                    |  |  |
| Lhcb3-qF                  | TGTCACTGGCAAAGGTCCTC      | RT-qPCR primers for <i>Lhcb3</i>                                              |  |  |
| Lhcb3-qR                  | GCTAGTGGTATTTATCACATGGCA  | (Nitab4.5_0012832g0010), Lhcb3-qR was designed from 3'-UTR                    |  |  |
| Lhcb4-qF                  | CCCAACGCACCTTGTTTTTCA     | RT-qPCR primers for <i>Lhcb4</i>                                              |  |  |
| Lhcb4-qR                  | TAGCGTTTGATATTCCTTCTCCT   | (Nitab4.5_0011597g0020), both Lhcb4-qF and Lhcb4-qR were designed from 3'-UTR |  |  |
| Fd-qF                     | TCCTTACTCATGCAGAGCTGG     | RT-qPCR primers for <i>Fd</i>                                                 |  |  |
| Fd-qR                     | ATTGAGGGGTTTAGGCAGTGA     | (Nitab4.5_0004129g0010)                                                       |  |  |
| F-ATPase delta subunit-qF | CAGTCCAGATCACCCCCGA       | RT-qPCR primers for <i>F-ATPase delta subunit</i>                             |  |  |
| F-ATPase delta subunit-qR | TAGGGTCCGTTCTGACTTGG      | (Nitab4.5_0006745g0030)                                                       |  |  |
| GAPA-qF                   | AACTGGTGGTGTCAAGCAA       | RT-qPCR primers for <i>GAPDH</i>                                              |  |  |
| GAPA-qR                   | TCTTGGCTCCAGCCTGAATG      | (Nitab4.5_0010299g0040)                                                       |  |  |

# Supplementary material for: Overexpression of NtCBL5A Leads to Necrotic Lesions by Enhancing Na+ Sensitivity of Tobacco Leaves Under Salt Stress
**Source:** Front Plant Sci. 2021 Sep 17;12:740976. doi: 10.3389/fpls.2021.740976
**Supplement:** Supplementary file 2

## A

```

*
NtCBL5A : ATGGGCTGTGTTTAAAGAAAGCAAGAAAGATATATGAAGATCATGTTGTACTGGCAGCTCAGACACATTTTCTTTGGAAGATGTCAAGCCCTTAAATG : 100
NsyICBL5 : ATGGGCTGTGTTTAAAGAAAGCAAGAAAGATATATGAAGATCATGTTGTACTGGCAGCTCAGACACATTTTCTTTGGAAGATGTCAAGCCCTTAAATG : 100
NtomCBL5 : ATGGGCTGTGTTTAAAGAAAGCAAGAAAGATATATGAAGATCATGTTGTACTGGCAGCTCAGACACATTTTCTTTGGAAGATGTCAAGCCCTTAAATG : 100

*
NtCBL5A : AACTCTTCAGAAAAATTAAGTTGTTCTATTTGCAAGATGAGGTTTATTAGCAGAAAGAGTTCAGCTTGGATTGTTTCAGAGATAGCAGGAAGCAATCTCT : 200
NsyICBL5 : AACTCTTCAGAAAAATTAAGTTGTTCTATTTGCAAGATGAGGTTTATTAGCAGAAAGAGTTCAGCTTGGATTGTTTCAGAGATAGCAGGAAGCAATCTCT : 200
NtomCBL5 : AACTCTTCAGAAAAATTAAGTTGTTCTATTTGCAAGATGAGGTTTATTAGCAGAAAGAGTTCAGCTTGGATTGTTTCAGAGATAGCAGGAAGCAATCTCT : 200

*
NtCBL5A : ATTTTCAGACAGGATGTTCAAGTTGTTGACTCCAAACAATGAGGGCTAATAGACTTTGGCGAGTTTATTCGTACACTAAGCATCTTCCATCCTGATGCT : 300
NsyICBL5 : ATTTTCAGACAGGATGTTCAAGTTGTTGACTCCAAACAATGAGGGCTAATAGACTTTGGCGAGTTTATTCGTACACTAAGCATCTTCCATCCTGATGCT : 300
NtomCBL5 : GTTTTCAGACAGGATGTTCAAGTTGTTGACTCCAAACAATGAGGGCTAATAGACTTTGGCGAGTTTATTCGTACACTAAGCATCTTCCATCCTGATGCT : 300

*
NtCBL5A : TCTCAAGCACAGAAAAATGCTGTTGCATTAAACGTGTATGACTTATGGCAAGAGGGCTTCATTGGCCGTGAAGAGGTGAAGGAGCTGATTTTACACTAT : 400
NsyICBL5 : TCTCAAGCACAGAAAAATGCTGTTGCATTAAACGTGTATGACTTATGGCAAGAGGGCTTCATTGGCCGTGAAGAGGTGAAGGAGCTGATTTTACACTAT : 400
NtomCBL5 : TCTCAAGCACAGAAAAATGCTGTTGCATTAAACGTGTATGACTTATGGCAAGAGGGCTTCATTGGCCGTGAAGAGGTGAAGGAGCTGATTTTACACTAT : 400

*
NtCBL5A : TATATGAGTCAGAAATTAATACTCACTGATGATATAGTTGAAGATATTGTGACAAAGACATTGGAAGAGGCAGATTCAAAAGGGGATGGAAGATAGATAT : 500
NsyICBL5 : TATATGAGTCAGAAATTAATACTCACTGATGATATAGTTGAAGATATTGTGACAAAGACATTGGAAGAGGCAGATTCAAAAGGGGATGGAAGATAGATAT : 500
NtomCBL5 : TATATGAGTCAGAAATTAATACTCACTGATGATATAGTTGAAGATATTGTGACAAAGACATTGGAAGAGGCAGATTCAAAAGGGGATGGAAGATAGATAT : 500

*
NtCBL5A : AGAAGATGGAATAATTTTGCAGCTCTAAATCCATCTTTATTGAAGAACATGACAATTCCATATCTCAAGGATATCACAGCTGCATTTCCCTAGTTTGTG : 600
NsyICBL5 : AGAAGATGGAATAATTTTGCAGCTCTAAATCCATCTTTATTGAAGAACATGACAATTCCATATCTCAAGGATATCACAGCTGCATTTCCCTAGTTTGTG : 600
NtomCBL5 : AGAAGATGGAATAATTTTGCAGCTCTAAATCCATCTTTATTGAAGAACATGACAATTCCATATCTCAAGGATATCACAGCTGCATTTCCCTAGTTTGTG : 600

*
NtCBL5A : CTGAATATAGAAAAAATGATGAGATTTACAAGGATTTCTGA : 642
NsyICBL5 : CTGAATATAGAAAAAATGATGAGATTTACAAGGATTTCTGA : 642
NtomCBL5 : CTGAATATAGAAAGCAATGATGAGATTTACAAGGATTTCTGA : 642

```

## B

```

-2780      GTTAGATTG  TCCCTCCGTG  TTAATTTATG  TAGCATAGTT  TGATTAGGCA  CGAAATTTAA  GAACTAAATA  AAAAAAATTT
-2700  GAAATTTGTC  ATCTTGAATG  TGTCTAAGA  TTTCTTAAAG  GCAGTCTGGT  GCACCTAAGT  CTCGCTATGT  GCGGAGTCCG  GGGAGGGGTC  GCGCCACAAA
-2600  GATCTATTGT  ACGCAGTCTT  ACCTTACATT  TCTACAAGAG  GTTGTTTCCA  CGGCTCGAAG  CCGTGACCTC  CTGATCGCAT  GGCAGCAACT  TTACCAAGTTA
-2500  CGCCAAAGGCT  CCCCTTCTGC  TAGAGGCGGA  TCCAGGATTT  ATATCCTATG  GGTTTAGTCT  TTAAGATATT  TAGCATTGAA  CTCAATTATAC  TTTTAAAGCT
-2400  ATGAGTTCAA  ATTAATCTTT  GTTGCAATTT  TAGTAAATTT  TATACATAAA  TTTATGTTCC  GCATTAAAA  TTTATGGGTT  AGTTGAATCC  ATCACAATATA
-2300  CGCTACATAC  GCGCTACCT  TCTGCCACGA  GAGTTGCTAT  GGTTTATAAA  ATTTATGCCA  TGATGGAGGA  CGGGTCAAGC  AGAACTGGCA  AGATTCCTAAG
-2200  CTGACAAGTT  TCTAAAGAG  GTGCGCACAT  ATTATTTTAG  GCGAATCTAG  TGGTTATGAT  CTAGATATTC  TTGCTTAATA  TAGGTAGAAG  GCGAAAAATA
-2100  AGTTAGAAAA  ATTAATTTGA  GGAATATATT  CTAAGTAGGA  TTTGAAATTT  TATGCAAGA  TTATATGAAT  GATAACGAGA  GAGATCTCTA  TTTAGATTGA
-2000  TGATAGGAAA  GACAATAACT  TAATGCTAGT  AACTCTCTTA  CCTCGTAGTA  TTAATGAAT  GATTATGTCA  AATATAGATG  TTGGTGGAGG  GCGGGAATTA
-1900  AATTTTAAAT  TTGATGGATT  AATTTTATAG  TTCTACTTAT  CATTTATATT  ATTTATCTTT  CTAAATTAG  GGGTTAAAT  AATTAATATT  TTAATTTCT
-1800  AGAGATTTT  CACATATATA  TTTTACTCC  GATTGAAAA  ATATATTGAA  TTCCTTGA  CCCGCTAAT  ATATGCTACA  TCCACCATTA  GCCTAATTTA
-1700  TGGTTGTCAT  TATCCTTTG  GAATTTATG  CTTATCTCAT  TTTAGCTTTT  CAAAAATTA  AGGTGCTTAA  ATCTCTATT  TCCCTGCATC  TTTTAAATTT
-1600  CTAAATCTTT  ATGTAAAGAT  TTAATGTGTT  CGATTGTGG  GGTGACGAG  AAGTCTCTAC  ATCAGTGGCT  GAAATTTATG  AAGAAAAAAA  GTCTACATT
-1500  AATGACTGAA  ATTAATTTCA  ACAATATATA  GGAAGCAAGT  CGTAGGCCCT  ACTATCTATC  AATCAAGAG  GTAAAGTTTG  GAAAAAATCG  TTGGGTTTGG
-1400  TTTAAGCGGA  CAATATTATA  TTATGTAAAG  GTACAGTATC  CTTGGGCTTG  TTTAGCCCAA  CAAATGGTAT  CAAAGCTCAT  ATTCTGGCGG  ACAAGTATGG
-1300  CAATATATGA  GTGATGTAT  GGGGCTTAGT  TTGCGTATTT  TCATTTAGTA  TTATATTTG  TTGAGCGATA  TGACCAATGA  CAATTAATAC  AACCGACTTC
-1200  AACTTATTTG  AATTTGAAG  GTAATTTATG  CTATTGTAGC  ACTGACTTTT  GAGCTTTAAT  ACTTTACCGA  TTCTTGAGAA  AATAATTCAT  GAATTTGGAA
-1100  CATTTGGGAAT  TACTTATGTA  CAACCAATTT  GGTGAATGTG  AACCAATCTG  TTCTTTACAA  CCGCACATTA  TAAAGCAAC  AGCACCTGGT  TCCACATTAG
-1000  CTGAACAAAC  TTAAGAAATA  AAGGAATTA  CCTGAATGAA  AATGATAACC  TAAAGAAAT  AATGTACCAT  TTGAATCTC  TAAAAATTTT  GTGTCGAGGG
-900  TCTTTCGGAA  ACAGCTTATT  FCCGAGGCAG  GGGTAAGGTT  TGCATATACA  CTACTCTCCG  CAGACCCAC  ACGTGGGATT  ATACTGGGTT  GTTGTGTTG
-800  TTATTTGTTG  AATCTCTAAA  ATTTTGTGT  CGAGGGTCTT  TCGGAACAG  CCTATTTTCG  GGGCAGGGGT  AAGGTTTGA  TAAACACTAC  TCTCCGAGA
-700  CCCGACATGT  GGGATTATAC  TGGGTTGTTG  TTGTTGTTAT  TGTGAAATC  TCTAATACC  TTTAATAGAA  TGTAACATTT  GCTCTTAATT  ATAGGGCCAG
-600  TAGCTGAATT  TCTCTAAGGA  CGTTCAAGAT  TTAGTATATA  TGTAGAAGAA  GTAAACATTA  CCTATATATC  CAGTATAATT  TTACGTTAGC  TATTGCTTCG
-500  CCCATGTATA  TTTTGTGAT  ATTTTACTAA  GTCACCTCCA  CAATTTTTTC  CACTAAAAAA  TAATTACACC  TTATATTAGT  CTCAACTAG  TTGGGGTCAT
-400  ACCTCGCTTA  TTAATTTGAC  CATTTTGGAC  GTACTCAAT  TTAACCAAC  CTGCTCATTT  GTTACCTTTC  TATGGTCAG  AAAGTAAGGT  AAAGGGCTTA
-300  TGAACGTTTG  GCTATGCTTT  TATCCATGC  AATCAATCC  GCTGCACAAG  GTATTCTGCG  TTCATGCACT  GTCCGAGAAA  GGACCCCAAC  TCAAGGGGTA
-200  TGATGTAGAC  AGCCTACCTT  AATGCAAGCA  TTAGTGACTG  CTTTTACGGC  TTGAACATGT  GACCTATAGA  ATACACGAG  CTAACTTCAT  CTTTGTCTTA
-100  AAGCTCCCTT  TCCATCTATA  CAATCAAAAC  CCTCTTTATA  TATAGCTTAC  ACAAAACAGA  TAAATGTGAG  AGCATACAA  CACAAAAATA  TTACTATARA
+1  ATG
Start codon

```

FIGURE S1 | The coding sequence alignment of *NtCBL5A*, *N. sylvestris CBL5* (*NsyICBL5*), and *N. tomentosiformis CBL5* (*NtomCBL5*) (A) and the cloned upstream regulatory region of *NtCBL5A* (B).

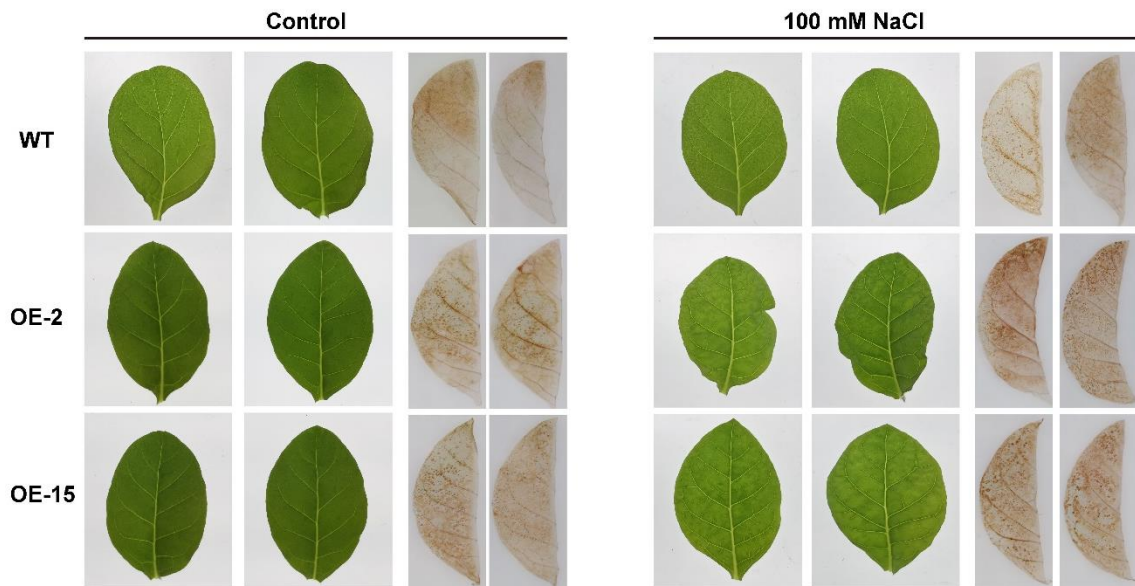

FIGURE S2 | DAB staining of tobacco under control conditions and salt stress (100 mM NaCl) at 2 DAT.

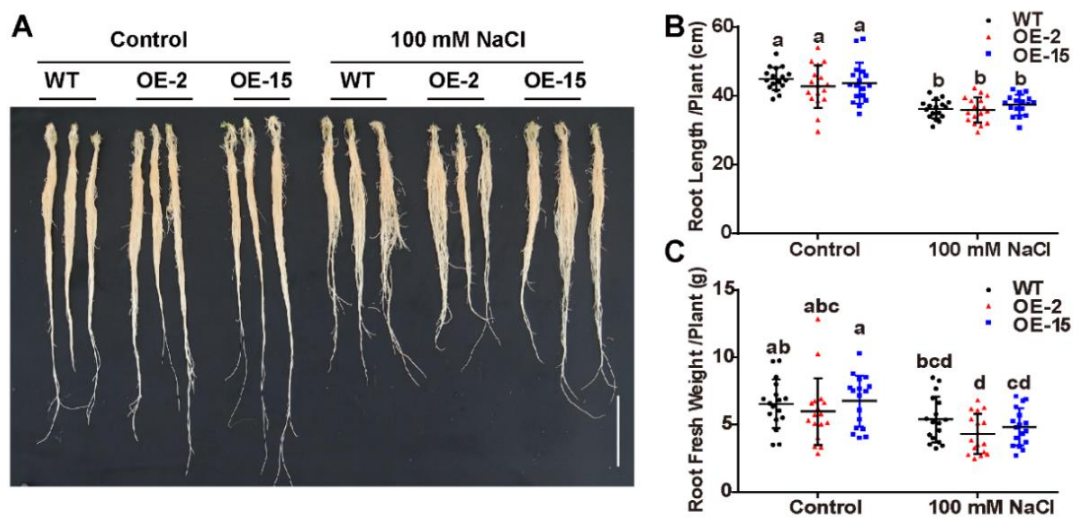

FIGURE S3 | Root phenotype (A), root length (B), and root fresh weight (C) of wild-type (WT) and *NtCBL5A*-overexpressing lines (OE-2 and OE-15) under control conditions and salt stress (100 mM NaCl) at 9 DAT. Scale bar=10 cm. Error bars indicate  $\pm$ SD (n=17), different letters above bars (a, b, and c) indicate significant statistical difference based on one-way ANOVA with LSD test ( $P < 0.05$ ).

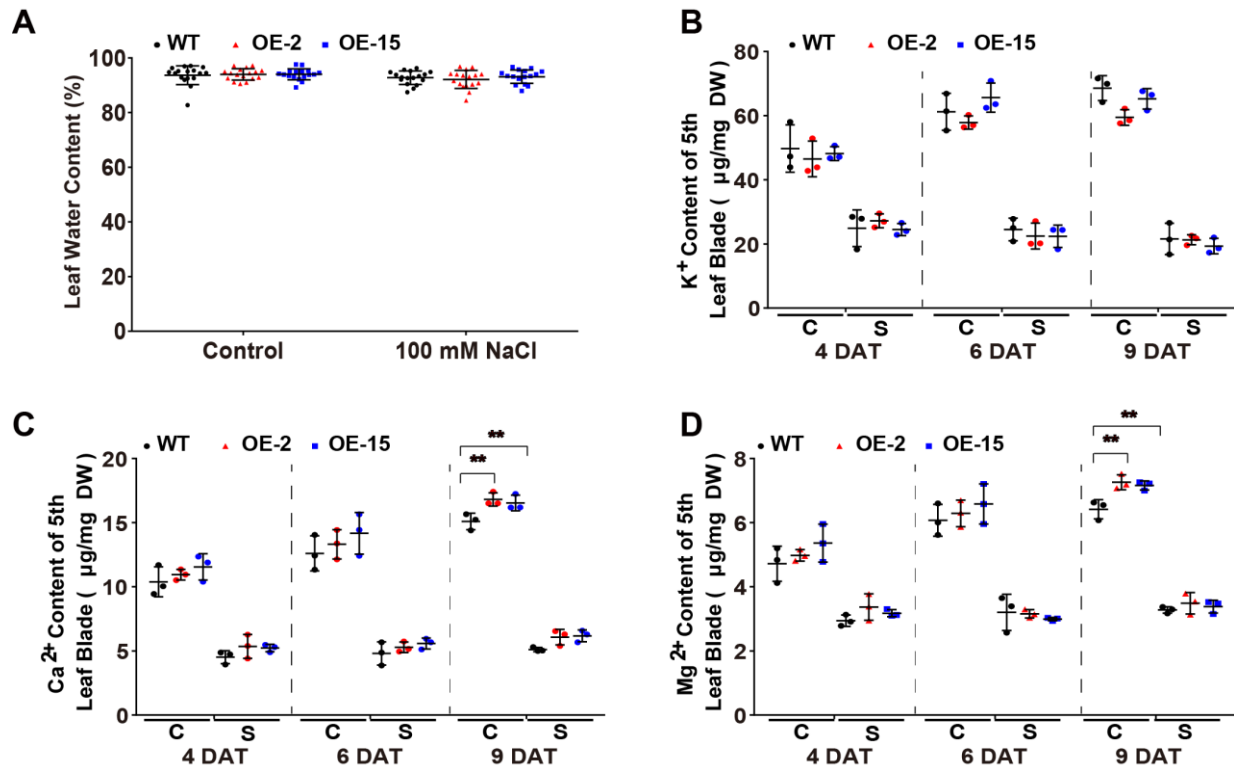

**FIGURE S4 | Leaf water content and K<sup>+</sup>, Ca<sup>2+</sup>, Mg<sup>2+</sup> determination.** (A) Leaf water content of wild-type (WT) and *NtCBL5A*-overexpressing lines (OE-2 and OE-15) under control conditions and salt stress (100 mM NaCl) at 9 DAT. Leaf water content (%) =  $(W_{\text{fresh}} - W_{\text{dry}}) / W_{\text{fresh}} \times 100\%$  ( $W_{\text{fresh}}$  is the leaf fresh weight and  $W_{\text{dry}}$  is the leaf dry weight). Error bars indicate  $\pm$ SD (n=17). (C-D) K<sup>+</sup>, Ca<sup>2+</sup>, and Mg<sup>2+</sup> contents in the 5th leaf (without main vein) of WT and *NtCBL5A*-OE lines under control conditions and salt stress (100 mM NaCl) at 4 DAT, 6 DAT, and 9 DAT. C means control conditions, while S means salt stress. Error bars indicate  $\pm$ SD (n=3), every biological replication is a mixed pool of 3 plants. One-way ANOVA with LSD test (\*P<0.05 and \*\*P<0.01) was used to analyze statistical significance.

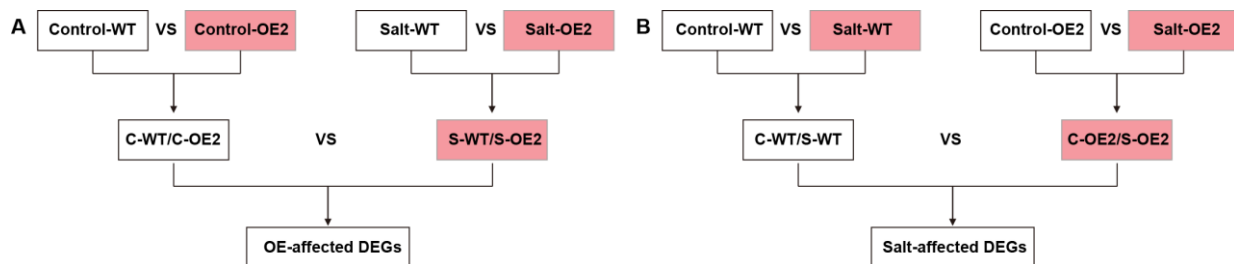

**FIGURE S5 | The flow of OE-affected DEGs and Salt-affected DEGs analysis.** The read color indicates the “Treatment Group” relative to “Control Group” for transcriptome analysis.

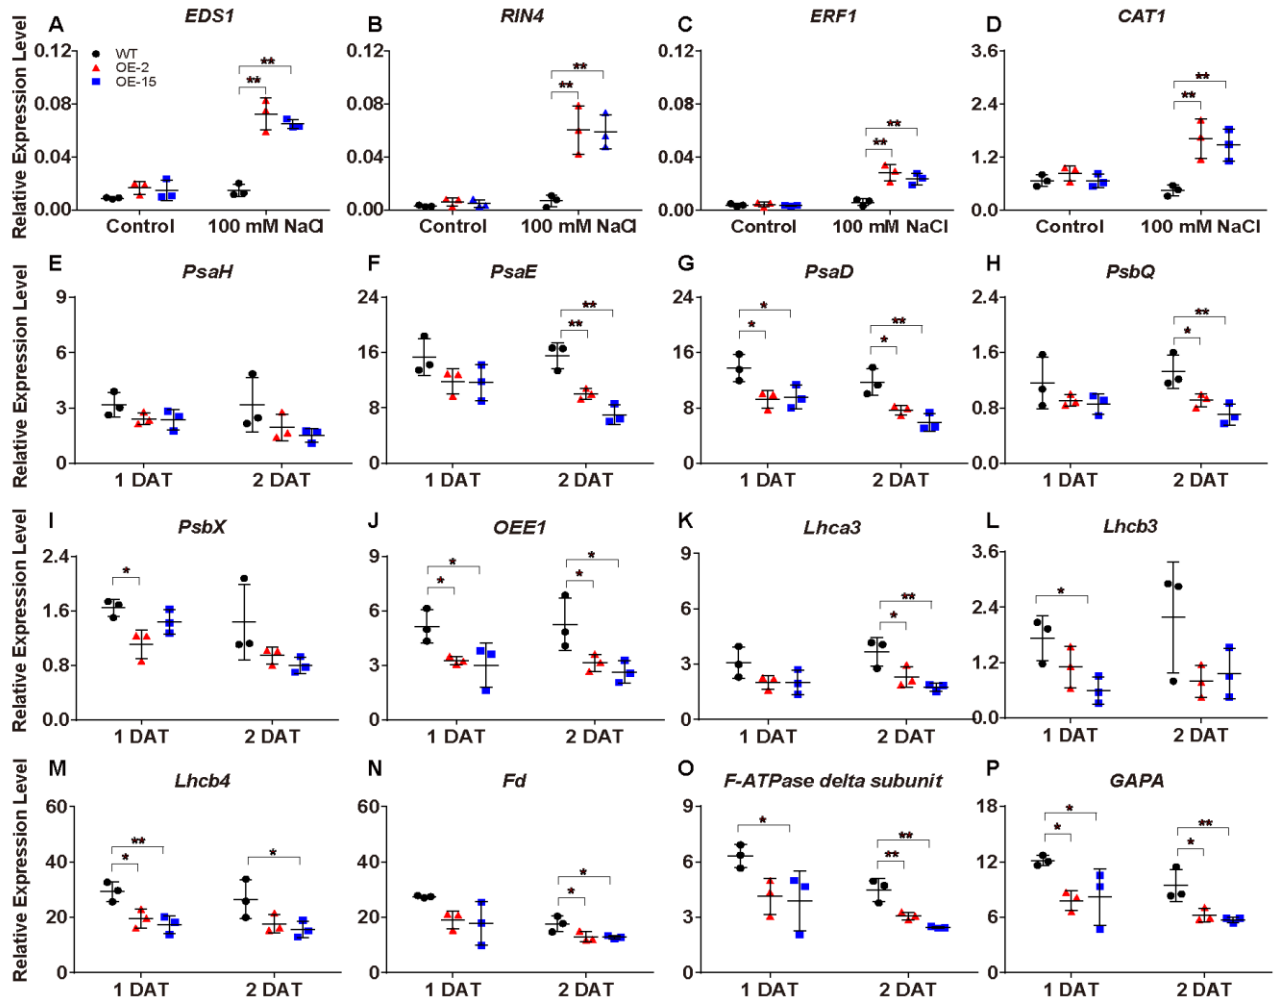

**FIGURE S6 | Relative expression analysis of immunity-related genes and photosynthesis-related genes to reference gene *L25* by RT-qPCR. (A-D)** Gene expression analysis of immunity-related genes at 4 DAT under control conditions and salt stress (100 mM NaCl). **(E-P)** Gene expression analysis of photosynthesis-related genes at 1 DAT and 2 DAT under salt stress (100 mM NaCl). Their gene IDs in the reference tobacco genome database ([ftp://ftp.solgenomics.net/genomes/Nicotiana\\_tabacum/edwards\\_et\\_al\\_2017/assembly/Nitab-v4.5\\_genome\\_Chromosome\\_Edwards2017.fasta.gz](ftp://ftp.solgenomics.net/genomes/Nicotiana_tabacum/edwards_et_al_2017/assembly/Nitab-v4.5_genome_Chromosome_Edwards2017.fasta.gz)) are *EDS1* (Nitab4.5\_0002101g0050), *RIN4* (Nitab4.5\_0003020g0010), *ERF1* (Nitab4.5\_0010541g0010), *CAT1* (Nitab4.5\_0009821g0010), *PsaH* (Nitab4.5\_0000351g0060), *PsaE* (Nitab4.5\_0000385g0230), *PsaD* (Nitab4.5\_0014875g0010), *PsbQ* (Nitab4.5\_0002345g0070), *PsbX* (Nitab4.5\_0000073g0060), *OEE1* (Nitab4.5\_0000108g0110), *Lhca3* (Nitab4.5\_0000923g0200), *Lhcb3* (Nitab4.5\_0012832g0010), *Lhcb4* (Nitab4.5\_0011597g0020), *Fd* (Nitab4.5\_0004129g0010), *F-ATPase delta subunit* (Nitab4.5\_0006745g0030), *GAPA* (Nitab4.5\_0010299g0040). Error bars indicate  $\pm$ SD (n=3). One-way ANOVA with LSD test (\*P<0.05, \*\*P<0.01) was used to analyze statistical significance.

How the deposited data were processed for this re-analysis (not part of the article)

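Leaf transcriptomes of WT and the *NtCBL5A*-overexpressing line OE-2 were compared under control conditions and 100 mM NaCl in 2 independent experiments, with 1 library per group and experiment and 4 plants pooled per library. The authors deposited raw counts of reads per gene, made with Hisat2, StringTie and featureCounts on a tobacco assembly, for 81378 genes, of which 11878 came from their own transcript assembly. The authors also deposited FPKM values. For each library these equal the counts divided by gene length and by one denominator, which was 49.0% to 97.6% of the total count. Divided by the median-ratio size factors of the counts, the denominators had a coefficient of variation of 3.66%. The paper's text does not name the scaling of the FPKM values, and they were not used in any test.

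From the raw counts, the analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Total counts on genes ranged from 18674594 to 31672013 per library, with a median of 25247783. Genes were filtered with filterByExpr, scaled with TMM factors and tested with edgeR's quasi-likelihood test over all 8 libraries, with the group and the experiment as terms. Each standard error was derived from that test, as the absolute log2 fold change divided by the square root of the F statistic. It is approximate, above all for genes with very low counts in a group. The interaction is the effect of overexpression under salt stress minus that under control conditions. Gene sets were tested with camera and fry over 15 combinations of list and comparison. A count of 3 was the floor for folds. The experiment pairs the libraries because the paper states that each comparison was made within each of its independent experiments. Libraries of one experiment deviated together from the group means, with correlations across genes from 0.383 to 0.517 for the 6 pairs of groups.

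The alternatives were DESeq2, no filter, no term for the experiment, the 4 libraries of each comparison alone, total-count scaling, a minimum log2 fold change of 1, calls made per experiment, list members with a mean of at least 10 counts, and leaving out each library in turn. The genes named are those with identifiers in the paper, and those with the largest changes in the same direction in both experiments. Lists of photosynthesis, antenna, pathogenesis-related and calcium signalling genes had been planned from gene descriptions. The table holds identifiers without descriptions, so these lists were replaced, after the files were seen, by the 28 genes with identifiers in the paper (12 defense, 12 photosynthesis and 4 cation genes). The study chose those genes on these samples, except *NRP* and *HSR203J*, which it takes as markers from earlier work. KEGG enrichment, *CML*, *CDPK* and other genes that the paper names without identifiers were not analysed here.

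The tests were run on simulated counts with 200 changed genes. Of 152 calls between S-WT and S-OE2 there, 25 were unchanged genes, and of 94 interaction calls 12 were, above the nominal share. Adjusted p-values near the threshold therefore carry more uncertainty than stated.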

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

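The tests of transgene reads, of sequence differences between the lines, of interaction calls arising without an interaction and of interaction calls under another scaling were chosen only after the results were seen.

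Overexpression had a different effect under salt stress than under control conditions for 7 genes in edgeR's quasi-likelihood test of the interaction, and the paper does not report them. Their interactions on the log2 scale were 6.81, 6.89, 4.40, 3.81, 3.79, 3.62 and -2.71, with the same sign in both experiments for all 7. Choosing the genes on the same libraries favours this agreement. Scaling between libraries was tested with total counts in place of TMM factors. This moved the median interaction of all genes to 0.174, too little to turn the sign of any of the 7. All 7 genes were still called, with adjusted p up to 0.0401 in edgeR's quasi-likelihood test, so the choice between these scalings is not the whole cause. Simulated data without any group difference gave up to 10 interaction calls, and those with equal effects 0 to 3, so by their number the 7 genes cannot be told apart from calls that the test makes without any interaction. Their lowest adjusted p was 0.0315 in edgeR's quasi-likelihood test. All 7 were also called with no filter, among 226 and 131 calls, and with DESeq2, among 400 and 421. Without the term for the experiment 0 of them were called. Calls without any interaction were not simulated for these settings, so these settings do not decide between the explanations. A response to salt that depends on overexpression stays open for the 7 genes as a hypothesis.

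Counts in one genotype alone were seen for 24 genes, outside those that the paper discusses. Of these, 15 had at least 20 counts in every OE2 library and at most 3 in every WT library, and 9 had the reverse. Of the 35 splits of the libraries into groups of 4, 1 gave as many such genes, the real one, and the next largest gave 2. A difference in depth between the genotypes argues the wrong way for 9 of them, which are at the floor in OE2 although its libraries hold 110051192 counts against 93612122 in WT. The genes lie on 24 scaffolds, and no sequence was compared, so a difference in sequence between the lines at these genes cannot be told apart from a difference in expression. An effect of overexpression on them stays open and untested.

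Nitab4.5_0007367g0040 had at least 12311 counts in each OE2 library. Its highest count in a WT library was 0. The reads of the NtCBL5A transgene are a candidate source, but the table does not pair this identifier with a name and no sequence was compared, so they cannot be told apart from expression of another gene.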

How the results depend on the processing

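The alternatives were fixed before the data were examined, except that the gene lists were replaced by the paper's 28 identifiers, and the counts of each experiment alone were added, after the data were seen. Unless the construction of a setting shows it, the cause of a change was not tested.

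The pairing of libraries by experiment mattered most for S-WT/S-OE2 and C-OE2/S-OE2. Without the replicate block, upregulated and downregulated DEGs were 1 and 2 for C-WT/C-OE2, 2 and 3 for S-WT/S-OE2, 0 and 0 for C-WT/S-WT, 163 and 100 for C-OE2/S-OE2 and 0 and 0 for the interaction. At an unadjusted p below 0.05 there were 1849 genes for C-WT/S-WT and 1910 for the interaction. Without the block, OE-affected DEGs were 1 and 2, salt-affected DEGs 163 and 100, DEGs in either set 163 and 101 and in both sets 1 and 1. None of the defense and photosynthesis genes was called between S-WT and S-OE2 without the block, while their directions held. Without it, the cation genes S-WT/S-OE2 had a median log2 fold change of 2.86 and the cation genes interaction a median of 2.00. Neither list passed camera's threshold, and in the main fit neither passed it when adjusted over the 15 set tests. With fry, the adjusted p in the main fit was 0.0305 for the cation genes S-WT/S-OE2 and 0.0780 for the cation genes interaction.

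With total-count scaling, the counts were 23 and 16 for C-WT/C-OE2, 3108 and 717 for S-WT/S-OE2, 36 and 12 for C-WT/S-WT, 8375 and 1400 for C-OE2/S-OE2 and 36 and 6 for the interaction. OE-affected DEGs were 3087 and 704, salt-affected DEGs 8341 and 1391, DEGs in either set 8810 and 1537 and in both sets 2618 and 558. The upregulated share rose from 56.6% to 81.3% for S-WT/S-OE2 and from 48.1% to 85.7% for C-OE2/S-OE2. This scaling moved the median of all genes to 0.297, 0.297, 0.503 and 0.174 for S-WT/S-OE2, C-WT/S-WT, C-OE2/S-OE2 and the interaction. The cation genes S-WT/S-OE2 had a median of 3.41 and the cation genes interaction a median of 2.19, and neither passed camera's threshold under this scaling either.

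With no filter, the counts were 199 and 37 for C-WT/C-OE2, 156 and 167 for C-WT/S-WT and 226 and 131 for the interaction. With DESeq2 they were 199 and 46, 207 and 382, and 400 and 421. With the 4 libraries of each comparison alone, they were 185 and 28 for C-WT/C-OE2, and C-WT/S-WT had 11 downregulated DEGs. S-WT/S-OE2 and C-OE2/S-OE2 stayed within 1.5 times under these settings. With calls required in each experiment, OE-affected DEGs were 859 and 342, salt-affected DEGs 1257 and 878, DEGs in either set 1498 and 960 and in both sets 618 and 260. A minimum log2 fold change of 1 moved no count beyond 1.5 times.

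Leaving out each library in turn moved the median between S-WT and S-OE2 from 3.45 to 7.20 for the defense genes, from -1.33 to -1.20 for the photosynthesis genes and from 2.49 to 5.25 for the cation genes. For the interaction the ranges were 1.81 to 7.59, -1.29 to -1.09 and 0.43 to 4.12. For C-OE2/S-OE2 they were 6.30 to 7.24 for the defense genes and -1.81 to -1.70 for the photosynthesis genes. For C-WT/S-WT the photosynthesis genes ranged from -0.71 to -0.56 and the defense genes from -0.25 to 2.99. The defense median for C-WT/S-WT changed from 2.02 to -0.25 without the S-WT library of Experiment 1, which also gave the 7.20. The CHX18 interaction ranged from -0.93 without the C-WT library of Experiment 2 to 7.81.

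Among single genes, 18 results passed the threshold with DESeq2 that did not before, all of them interactions (6 of defense, 10 of photosynthesis and 2 of cation genes). With DESeq2, 2 no longer did, *PR1b* and *PR1c* between S-WT and S-OE2. With no filter 8 more passed, among them interactions of 5 defense genes and 1 photosynthesis gene, and without the block 36 no longer did. With the 4 libraries of each comparison alone 5 no longer did, among them *PR1b*, *CNGC1*, *Fd* and *GAPA* between S-WT and S-OE2, and with total-count scaling 1 no longer did, *Fd*. In edgeR's test, 0 of 67 simulated genes with an interaction of 1 on the log2 scale were called. That simulation gave 94 interaction calls, against 7 in the data, so its rates do not give the recovery there. The recovery and false calls of DESeq2 were not simulated.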

Differences from the paper's values

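The paper gives 1154 downregulated DEGs in the OE-affected and salt-affected sets together, against 2998 here. With total-count scaling the number was 1537, and with calls required in each experiment it was 960, both within 1.5 times of the paper's. For upregulated DEGs in these sets together the paper gives 2079, against 3024 here, 1498 with calls required in each experiment and 8810 with total-count scaling, which opens a gap there. The other alternatives set before the data were examined gave 101 to 3661 and did not close the gap.

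Fig. 8 of the paper shows about 1400 upregulated salt-affected DEGs, read by eye, against 2538 here, and calls required in each experiment gave 1257. It shows about 450 downregulated OE-affected DEGs in Fig. 8, read by eye, against 1419 here, and calls required in each experiment gave 342. It shows about 950 downregulated salt-affected DEGs in Fig. 8, read by eye, against 2738 here, where total-count scaling gave 1391 and calls required in each experiment gave 878. It shows about 240 downregulated DEGs in both sets in Fig. 8, read by eye, against 1159 here, and calls required in each experiment gave 260. None of the other alternatives set before the data were examined closed these gaps. The same settings opened others. For about 1600 upregulated OE-affected DEGs in Fig. 8, read by eye, against 1853 here, calls required in each experiment gave 859 and total-count scaling 3087. For about 970 upregulated DEGs in both sets in Fig. 8, read by eye, against 1367 here, these settings gave 618 and 2618. For the upregulated salt-affected DEGs total-count scaling gave 8341.

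For single experiments, upregulated DEGs between C-WT and C-OE2 in Fig. 8, read by eye, were about 920 in Experiment 1 and about 280 in Experiment 2 in the paper, against 277 and 46 here. For S-WT/S-OE2 the paper's values in Fig. 8, read by eye, were about 3600 and about 3000, against 1564 and 1878. For C-WT/S-WT they were about 1100 and about 370 in Fig. 8, read by eye, against 145 and 80. For C-OE2/S-OE2 they were about 4100 and about 3200 in Fig. 8, read by eye, against 2487 and 1893. No alternative was set against these counts of single experiments, so whether one closes the gaps was not tested.

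The paper states 48 M to 81 M reads per sample, and the counts on genes were 18.675 M to 31.672 M. These are different quantities, since reads outside genes are not in the counts. The paper aligned paired-end reads, and its text does not state whether pairs or single reads were counted. How much either adds to the difference was not tested, and no alternative bears on it.

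The paper lists *PR1a* among the upregulated DEGs and *CHX18* among the genes changed by overexpression and salt. It also reports higher RT-qPCR levels of both in *NtCBL5A*-OE leaves under salt stress, which were not examined here. In the libraries, the adjusted p of *PR1a* and *CHX18* between S-WT and S-OE2 was 0.0650 and 0.0638 in edgeR's quasi-likelihood test. Both were called with no filter and with total-count scaling, and *CHX18* also with the 4 libraries of the comparison alone. Over the alternatives, the adjusted p ranged from 0.00552 to 0.320 for *PR1a* and from 0.0180 to 0.252 for *CHX18*. *PR1a* was a DEG between C-OE2 and S-OE2.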

Other observations

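The tests of RNA carried over between libraries, and the reading of scaling and of matched lists by how far other genes moved, were chosen only after the results were seen. The carry-over test was run in several forms, each after the counts of the earlier forms had been seen.

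The *PR* genes in S-WT differed between the experiments. *PR1a* had 4470 counts in Experiment 1 and 17 in Experiment 2, and *PR-Q* had 6944 and 115. A candidate explanation is RNA of the S-OE2 library of Experiment 1 carried into the S-WT library, at the 2.40% share, after TMM scaling, that *PR1a* would need. In the earliest form of the test, 7 genes at the floor in every WT library had 2 counts there against 300.2 predicted, but requiring the floor in that library fixed the outcome. With 13 genes chosen without that library, the summed count was 371 against 325 predicted, but the sum decides nothing. Of the 325, 281 came from Nitab4.5_0007367g0040, which had 0 counts there, while 6 other genes lay above their predicted count. A single gene, looked at after the sum was known, does not exclude carry-over. A further form used the minimum that carry-over sets for every gene. The counts of *PR1a*, *PR1b* and *PR1c* in the S-WT library were, unscaled, 1.70%, 1.59% and 1.62% of those in the S-OE2 library, shares alike in 1 gene family. For RNA of the S-OE2 library of Experiment 1 carried into the S-WT library as the whole excess of PR1 genes, 8223 genes had a minimum of at least 10 counts, and 3 of them lay below it, fewer than the 5 set as the limit before this form was run. WT expression keeps most of the 8223 above it anyway. In the other WT libraries 114 genes lay under it after scaling, and of these 3 were below it and 111 were not. Carry-over at the *PR1* share gives a gene no more than that share on top of its WT level. Against this expected count, with the highest share and the highest level in the other WT libraries, the median ratio of the 114 genes was 3.01, and 93 lay above it. This argues against carry-over as the whole excess of these genes. The *PR1* genes define the share, so this ratio does not bear on them. For the *PR1* genes, the gene with 0 counts argues against carry-over, but 1 gene in 1 library does not exclude it, and carry-over cannot be told apart from a response of these WT plants to salt. No plant-level data bear on a difference between the experiments, which stays open.

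Many genes were DEGs between S-WT and S-OE2 and few between C-WT and C-OE2. An effect of overexpression that is equal under both conditions was simulated 10 times. The simulated sets gave 2037 to 2130 genes with an unadjusted interaction p below 0.05, against 4389 in the data. They gave 1565 to 1892 DEGs between C-WT and C-OE2, against 16. These values argue against equal effects, and are consistent with an effect of overexpression that depends on salt, as a hypothesis over genes as a whole. The simulated effects were taken from the fit to these libraries.

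The lower photosynthesis genes and higher defense genes in S-OE2 were tested against scaling between libraries. Total-count scaling moved the median of all genes to 0.297 and the medians of the lists to -0.996 and 4.61, so the choice between these scalings is not the whole cause. A bias of expression level or gene length would also move other genes of the same level and length. Of 10000 random lists matched on both, 0 had as high a median as the defense genes. Their medians centred on -0.09 and reached 0.71 at most, against 4.32, which argues against such a bias for the defense genes. For the photosynthesis genes, 2 of 10000 had as low a median. Matched lists fell as well, with a centre of -0.47 and a lowest median of -1.33 against -1.28, and the study chose the genes on these samples for their change. For them, a share due to a bias of expression level or gene length cannot be told apart from a change of these genes.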
